# Toll-Like Receptor 4 Expression on Lymphoma Cells Is Critical for Therapeutic Activity of Intratumoral Therapy With Synthetic TLR4 Agonist Glucopyranosyl Lipid A

**DOI:** 10.3389/fonc.2020.01438

**Published:** 2020-08-19

**Authors:** Hailing Lu, Alec Betancur, Michael Chen, Jan H. ter Meulen

**Keywords:** TLR4, GLA, B-cell lymphoma, intratumoral treatment, tumor microenvironment

## Abstract

Intratumoral (IT) injections of Glucopyranosyl lipid A (G100), a synthetic toll-like receptor 4 (TLR4) agonist formulated in a stable emulsion, resulted in T-cell inflammation of the tumor microenvironment (TME) and complete cure of 60% of mice with large established A20 lymphomas. Strong abscopal effects on un-injected lesions were observed in a bilateral tumor model and surviving mice resisted a secondary tumor challenge. Depletion of CD8 T-cells, but not CD4 or NK cells, abrogated the anti-tumor effect. Unexpectedly, TLR4 knock-out rendered A20 tumors completely non-responsive to G100. *In vitro* studies showed that GLA has direct effect on A20 cells, but not on A20 cells deficient for TLR4. As shown by genotyping and phenotyping analysis, G100 strongly activated antigen presentation functions in A20 cells *in vitro* and *in vivo* and induced their apoptosis in a dose dependent manner. Similarly, the TLR4 positive human mantle cell lymphoma line Mino showed *in vitro* activation with G100 that was blocked with an anti-TLR4 antibody. In the A20 model, direct activation of B-lymphoma cells with G100 is sufficient to induce protective CD8 T-cell responses and TLR4 expressing human B-cell lymphomas may be amenable to this therapy as well.

## Introduction

Only a minority of cancer patients currently benefits from immunotherapeutic interventions aimed at rescuing functional T-cells responses through modulation of immune check points, and this resistance is at least partly be due to the immunosuppressive nature of the tumor microenvironment (TME) (1). Immune recognition of tumor cells and priming of CD8 T-cell responses in the tumor draining lymph node requires processing and presentation of tumor antigens by cross-presenting dendritic cells, coupled with their activation by danger signals, and secretion of type 1 interferons (2, 3). Therefore, therapies that are capable of inducing proinflammatory changes in the TME, activating antigen presenting cells and inducing immune responses should have significant therapeutic potential on their own and in combination with other immunotherapies (4, 5). To this end, several agents designed to modify the TME are currently under clinical investigation, including cytokines, oncolytic viruses, toll-like receptor (TLR) 3, 7/8 and 9 agonists, RIG-I agonists and others (6, 7). While some of these treatment modalities have shown impressive levels of efficacy in murine models, notably agonists of the stimulator of interferon genes (STING) pathway, activity in the clinic has been rather modest to date, especially in solid tumors with low levels of pre-existing T-cell inflammation.

Toll-like receptors (TLRs) belong to the families of pattern recognition receptors (PRRs), and recognize conserved microbial components, which are referred to as pathogen-associated molecular patterns (PAMPs), as well as endogenous danger signals, known as damage-associated molecular patterns (DAMPs). Common TLR-activating PAMPs include viral and bacterial nucleic acids (signaling trough TLR3, TLR7/8, or TLR9), flagellin (a TLR5 agonist), as well as lipopolysaccharide (LPS), lipoteichoic acid, and mannans (which signal through TLR2 or TLR4). Endogenous TLR-activating DAMPs are nucleic acids and the nuclear non-histone protein high mobility group box 1 (HGMB1). TLR control the activation, maturation and immunological functions of immune cells and are as a family either located in the plasma membrane (e.g., TLR2, TLR4, TLR5) or in endosomal membranes (e.g., TLR3, TLR7/8, and TLR9), of macrophages, dendritic cells (DCs), B cells, and natural killer (NK) cells, as well as some non-immune cells including epithelial cells, fibroblasts and malignant cells. Clinical trials are currently focused on evaluating systemic treatment with TLR3 agonists (Hiltonol™, Ampligen™, BO-112™) in combination with standard of care, or with immune checkpoint inhibitors, vaccines, cytokines or other treatments in a variety of solid tumors (colorectal carcinoma, breast, lung, prostate cancer and others), as well as hematological malignancies (MM, AML). TLR7/8 agonists (Imiquimod, Motolimod) are being used topically in a number of solid tumors (squamous cell carcinoma, melanoma, anal carcinoma, cutaneous T-cell lymphoma, and others), and a TLR9 agonist (SD-101) is being evaluated for intratumoral treatment of hematological malignancies (follicular lymphoma) and some solid tumors (prostate and others) (8). Toll-like receptor 4 (TLR4) is part of a cell surface receptor complex that recognizes lipopolysaccharide (LPS) and is expressed on professional antigen-presenting cells (APCs), such as dendritic cells (DC), monocytes, macrophages, and activated B cells, as well as some non-immune cells, including epithelium, endothelium, and smooth muscle (9). Activation of TLR4 on APC results in stimulation of antigen presentation, upregulation of costimulatory molecules such as CD40 and CD80, and secretion of inflammatory cytokines, including IL6 and IL12, and type I interferons (IFN) (10). In addition, TLR4 agonists have recently been shown to signal through an intracellular pathway which leads to activation of the non-canonical inflammasome with secretion of interleukin 1 beta (IL-1β) and IL-18 (11). Glucopyranosyl lipid A (GLA) is a synthetic TLR4 agonist that potently activates dendritic cells and has shown a very good safety and efficacy profile as an infectious disease vaccine adjuvant in several phase 1 and 2 studies (12, 13). Two formulations of GLA have been tested in preclinical and clinical studies, GLA-stable emulsion (SE) and GLA-aqueous formulation (AF). Both formulations have been shown to be potent vaccine adjuvants stimulating both antibody and T cell responses (14, 15). For intratumoral injection, GLA-SE is preferred as the emulsion retains GLA locally at the injection site. Intratumorally injected GLA-SE inflamed the TME in murine melanoma and glioma models, “pulling” antigen-specific, vaccine primed or passively transferred CD8 T-cells into tumors, which resulted in their regression (16). A recent clinical trial showed that intratumoral injection of GLA-SE (termed G100) inflamed the TME of Merkel cell carcinoma patients, with antitumor immune responses and objective tumor responses observed (17).

Using the murine A20 B-cell lymphoma, we investigated the effect of IT G100 on the TME and its dependency on TLR4 expression of the tumor cells.

## Materials and Methods

### Mice

Female Balb/c mice (7~8 weeks old) were purchased from Jackson Laboratory (Bar Harbor, ME) and were maintained under specific pathogen free conditions. All the procedures described in this study were performed in compliance with the local Institutional Animal Care and Use Committee guidelines.

### Reagents and Cell Lines

Fluorochrome-conjugated antibodies targeting mouse CD3, CD4, CD8, B220, NKp46, Foxp3, IFNγ, TNFα, IL2, CD40, CD80, CD86, and TLR4 were obtained from eBiosciences (San Diego, CA). The antibodies used for *in vivo* depletion, anti-CD4 (clone GK1.5) and anti-CD8 (clone 56.3) were purchased from BioXcell (West Lebanon, NH). The A20 cell line, originally derived from B lymphocytes of a naturally occurring reticulum cell sarcoma from an old Balb/c mouse, was obtained from the American Type Culture Collection (ATCC® TIB-208). The A20 cells were expanded in complete RPMI medium (RPMI with 10%FBS, pen/strep, and glutamine) before each tumor inoculation. A biallelic TLR4 knockout A20 cell line was generated using the CRISPR/Cas9 system at GenScript (Piscataway, NJ) and the biallelic gene knockout was confirmed by sequencing analysis. Glucopyranosyl lipid A (GLA, G100) was manufactured and formulated by Immune Design using proprietary methods. For preclinical work, two formulations of GLA were used. For *in vivo* studies, a stable oil-in-water formulation (G100) containing 2 mg/mL GLA in 2% squalene (SE) was adjusted to various GLA concentrations (1, 5, 10 or 20 μg GLA) in 2% SE. GLA-AF (aqueous formulation), which contained the surfactant dipalmitoyl phosphatidylcholine instead of squalene, was adjusted to 5 μg GLA/ml. For *in vitro* experiments, cells were exposed to GLA-AF for 48 h before being analyzed by Flow cytometry for expression of surface markers or analysis for RNA expression profiling. The Mino cell line is a human blood/Mantle cell lymphoma (B cell non-Hodgkin's lymphoma) that was obtained from ATCC (ATCC® CRL-3000).

### A20 Tumor Model

Five million A20 murine lymphoma cells were implanted subcutaneously (s.c.) into Balb/c mice on the right flank (for unilateral tumor model) or on both sides (for a bilateral tumor model, only one tumor injected). Tumor take was close to 100% using this inoculation method. Tumor growth was monitored using a digital caliper every 2–3 days and the tumor size was expressed as surface area (length x width). Mice were sacrificed when the tumor size reached over 200 mm^2^. Intratumoral (IT) injection of G100 or control PBS or SE started on Day 7~9 when the average tumor size was 30~50 mm^2^. The treatment was administered three times per week for a total of 7–9 doses. To investigate the direct effect of GLA without the emulsion on A20 cells with respect to tumor rejection, A20 cells were treated *in vitro* with GLA-AF (5 μg/mL) for 48 h before the cells were harvested and inoculated s.c. into Balb/c mice.

### CD4 and CD8 T Cell Depletion

For selective depletion of CD4 or CD8 T cells, mice received intraperitoneal injection of the depletion antibody (100 μg) for two times at the week before IT G100 treatment and then once per week during treatment. FACS analysis confirmed that the depletion efficiency was more than 95% for both CD4 and CD8 T cells (data not shown).

### Flow Cytometry

Staining of splenocytes was performed as described previously (18). TILs were isolated by centrifugation over Histopaque-1083 (Sigma-Aldrich, St. Louis, MO). For staining of T regulatory cells, splenocytes or TIL were first stained with anti-CD3-eF450/anti-CD4-FITC/anti-CD8-PerCP, and then stained with anti-FoxP3-PE after fixation and permeabilization. For the staining of activation markers and TLR4 expression on A20 cells, the cells were cultured in RPMI medium with or without GLA-AF (5 μg/mL) for 48 h before the cells were harvested for flow cytometry analysis. The cells were then stained with antibodies against CD80, CD86, and CD40, and TLR4 using surface staining. For evaluation of apoptosis and necrosis, cells were stained with an Annexin V (AV) and propidium iodide (PI) staining kit with binding buffer (Invitrogen, Carlsbad, CA). Data acquisition was done on a FACS LSRII flow cytometer (BD Biosciences, San Jose, CA). List mode data were analyzed using the FlowJo software (Tree Star, Ashland, OR).

### Cell Growth Inhibition

The effects of GLA or other TLR agonists on growth of murine or human lymphoma cell lines were evaluated using different methods. In initial studies, cell viability and cell number were enumerated using a Nucleocounter, then a FACS-based high throughput method using LIVE-DEAD-NIR dye (ThermoFisher, Waltham, MA) was employed. For the evaluation of apoptosis and necrosis, cells were stained with AV and PI as described above. To compare the direct effect of different TLR agonists in A20 cells, we cultured A20 cells in 96-well plates (10,000 cells/well) and treated the cells in duplicate with serial dilutions of GLA, TLR3 agonist poly I:C, and TLR9 agonist CpG ODN2006 (InvivoGen, San Diego). After 96 h of incubation, the cells were stained with LIVE-DEAD-NIR dye and analyzed on a flow cytometer. The percentage of viable cells as well as total number of viable cells in each well were analyzed in FlowJo.

### Intracellular Staining (ICS)

ICS was performed using similar method as previously described with modifications (18). The spleens from G100 treated Balb/c mice that rejected A20 tumors and control naïve mice were harvested and homogenized using the AutoMACS tissue dissociator (Miltynei Biotec, San Diego, CA). Red blood cells were lysed by using the ACK lysis buffer from eBiosciences (San Diego, CA). For measurement of cytokine production, splenocytes were stimulated with γ-irradiated A20 tumor cells at a 10:1 ratio in 96-well plates with ~ 500,000 cells per well in complete RPMI medium. Medium containing PMA and ionomycin (eBiosciences) was used as positive control. After 1 h of stimulation, brefeldin A was added to the culture wells and the plate was incubated overnight at 37°C in a humidified CO_2_ incubator. The next day, the cells were stained with anti-CD4-AF-700, anti-CD3-PerCP, anti-CD8-PB, and anti-B220-V500. After surface staining, the cells were fixed with Cytofix buffer (BD Biosciences, San Jose, CA) and then permeabilized with Perm/Wash buffer containing 5% rat serum. Cells were then stained with anti-TNFα-Alexa 488, anti-IFNγ-PE, and anti-IL2-APC for intracellular cytokines. Cells were washed with FACS buffer and analyzed on a 3-laser LSRII cytometer. List mode data were analyzed using the FlowJo 9.0 software.

### Immunohistochemistry (IHC) Analysis

A20 tumors were treated with intratumoral G100 (10 μg) or control PBS every other day. After 3 treatments, tumors were harvested and fixed in 10% formalin. Paraffin embedding, sectioning, and IHC analysis were performed at the Experimental Histology center at Fred Hutchinson Cancer Research Cancer (Seattle, WA). Anti-cleaved caspase 3 antibody (clone D3E9) and anti-Ki67 antibody (clone D3B5) were from Cell Signaling Technology (Danvers, MA).

### RNA Expression Analysis of Murine and Clinical Specimens

A20 tumors were treated with G100 or control PBS every other day for a total of 3 times. Tumors were collected at 2 h after the last treatment and immediately stored in RNAlater (Ambion, Austin, TX). RNA was extracted using the DNA/RNA Allprep kit from Qiagen (Valencia, CA) for analysis with the nCounter® mouse PanCancer Immune Profiling Panel of Nanostring (Seattle, WA), a multiplex gene expression analysis with 770 genes from 24 different immune cell types, common checkpoint inhibitors, CT antigens, and genes covering both the adaptive and innate immune response. The hybridization reaction and scanning of slides was performed by the Genomic Center at Fred Hutchinson Cancer Center, Seattle, WA. The data were normalized and analyzed using nSolver software (Nanostring, Seattle, WA). To study the direct effect of GLA on A20 tumor cells, the cells were cultured in RPMI medium with or without GLA (5 μg/mL) for 48 h before the cells were harvested for RNA extraction and subsequent gene expression analysis using the same Nanostring panel, nCounter® mouse PanCancer Immune Profiling Panel. The expression level of different TLRs in A20 cells was compared by using Nanostring gene expression data normalized with house-keeping genes. Data analysis was done in nSolver using the Advanced Analysis tool with the following parameter setting: remove genes below specified threshold (TRUE); threshold count value (20); covariate (TimePoint); variable type (categorical); reference level (pre-Tx); perform normalization (TRUE); auto-select number of housekeepers (TRUE); perform differential expression testing (TRUE); predictors (TimePoint). TimePoint refers to whether a sample is from pre-treatment or post-treatment with G100.

### Statistical Analysis

Statistical analysis was performed using SAS version 9.4 & GraphPad Prism (GraphPad software, San Diego, CA). Two-tailed Student *t*-test was used to analyze differences between treatment groups in tumor size (last measurement shown in figure) and tumor infiltrating lymphocytes (FACS). ANOVA was used to analyze the treatment time- and dose- dependent response of GLA on cell growth inhibition and induction of apoptosis and necrosis in A20 cells. Kaplan-Meier plots were used to analyze the mouse survival data in A20 lymphoma model. Comparison between survival curves was done using the log-rank test. Conclusions from sensitivity analysis using Fleming-Harrington test with parameters (1, 0) to address late effect are consistent with the main analysis using Log rank test (in Figure 1C). Bonferroni adjustment was used to control type 1 error for multiple comparisons. A *p* < 0.05 was considered statistically significant.

**Figure 1:**
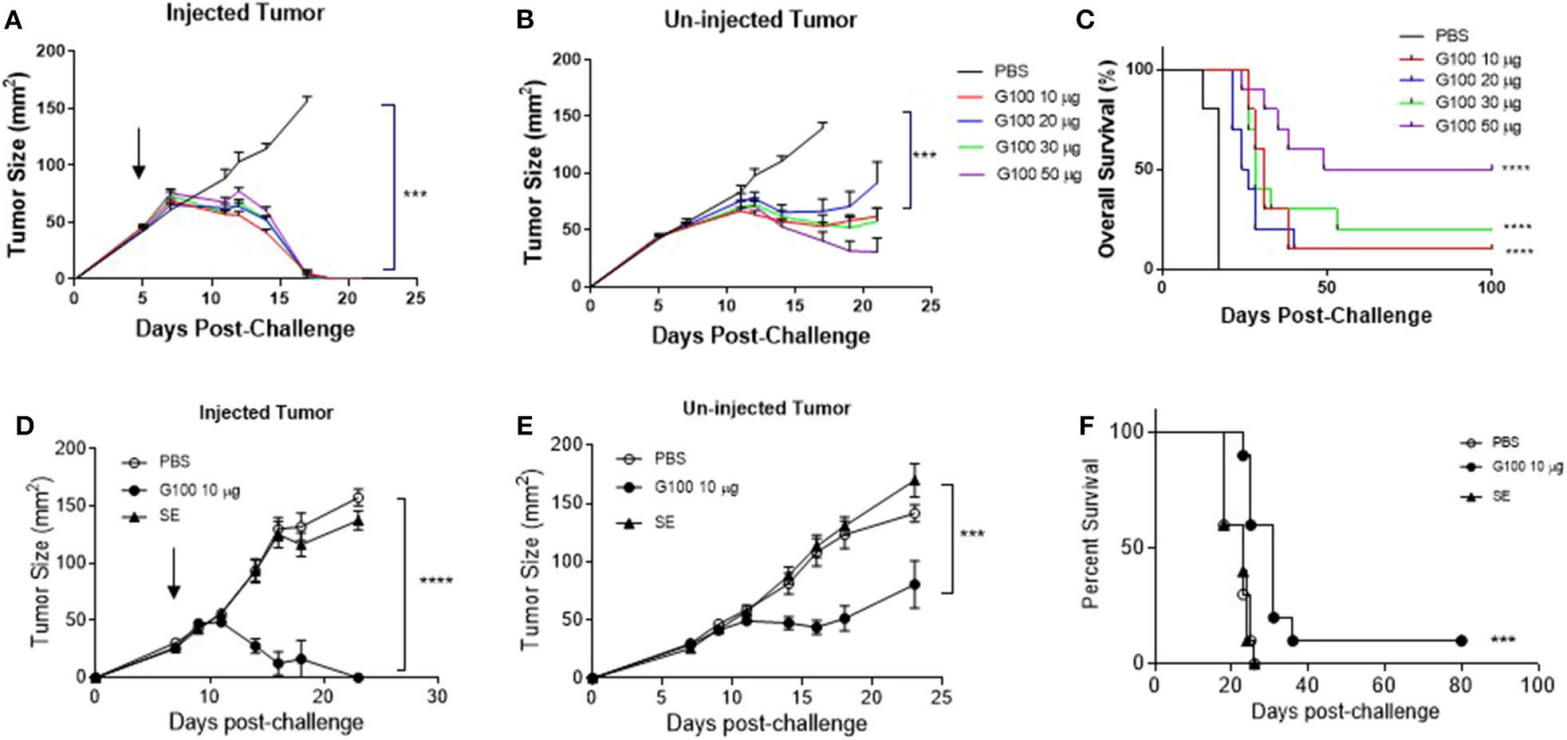
G100 cures established murine A20 lymphomas and the anti-tumor effect depends on tumor cell TLR4 expression. **(A,B)** Tumor growth curves of G100-injected or contralateral un-injected A20 tumors. Five million A20 were implanted subcutaneously (s.c.) into Balb/c mice (*n* = 5/group) on both flanks. Intratumoral (i.t.) injection of G100 (10, 20, 30, or 50 μg GLA-SE) or PBS started on day 5 [indicated by the arrow on **(A)**] when the tumors were palpable (average size ~40 mm^2^), three times per week, for a total of 9 injections. Mice were sacrificed when any tumor size reached over 150 mm^2^. **(C)** Survival curves in mice with bilateral A20 tumors treated with different doses of GLA-SE and PBS control. All the G100-treated mice (10, 20, 30, or 50 μg GLA groups) had significant longer survival than control (PBS treated) mice (*p* < 0.0001, adjusted *p*-values using Bonferroni method). The survival in the high dose (50 μg GLA) G100 group was significantly better than that in low dose group (10 μg) (*p* = 0.03). **(D,E)** Tumor growth curves in mice treated with G100 and two controls, PBS and SE, for both **(D)** injected tumors, and **(E)** un-injected tumors. ***p < 0.001, ****p < 0.0001 based on tumor size on day 18. There was no difference in growth kinetics between PBS and SE groups for both the injected and un-injected tumors. The arrow in **(D)** indicate treatment start time. **(F)** Survival curves in mice treated with both PBS and SE controls. ***p < 0.001 between G100 and SE or PBS. Again, there was no difference between SE and PBS.

## Results

### Anti-tumor Effects of G100 in the A20 Model Depend on Tumor Cell TLR4 Expression

As shown in Figures 1A,B, G100 treatment (10–50 μg, intratumoral 3x/week, 7–9 doses total) inhibited the growth of both injected (treated) and un-injected tumors (abscopal lesions) in the A20 murine lymphoma model. The overall survival (OS) of bilaterally challenged mice was significantly prolonged in all treatment groups receiving G100 (10, 20, 30, or 50 μg GLA/2%SE), as compared to PBS treated mice (*p* < 0.0001, Figure 1C), with a dose response observed and greatest survival (~50%) in the 50 μg group. To investigate whether the stable emulsion (SE) formulation we used for G100 had any effects on its own, mice were treated with G100 (10 μg in 2%SE), SE (2%), or control PBS. As shown in Figures 1D–F, injection of SE alone had no tumor inhibitory effect and showed no difference from PBS. All surviving mice rejected tumor re-challenge 3 months after primary challenge, demonstrating a robust memory response (Figure 2A). Mice treated with G100 also had significantly higher levels of tumor antigen-specific CD4 and CD8 T cells that secrete IFNγ and IL2 after *in vitro* stimulation with A20 cells (Figures 2B,C). Selective depletion studies further demonstrated that the anti-tumor effect was dependent on CD8 T cells (Figure 2D). 

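Gene expression was measured in 12 A20 tumors, which grow from a mouse B-cell lymphoma line. PBS was injected into 4 of them, G100 (the TLR4 agonist GLA in a stable emulsion) into 4, and the emulsion alone (SE) into 4, and each tumor was collected 2 h after the last of 3 injections. The sample labels give the dose of G100 as 10 µg GLA in 2% SE, whereas the legend of Figure 3 gives 10 μg/ml. RNA was hybridized to the nCounter mouse PanCancer Immune Profiling Panel, which counts barcoded probes for 770 genes. The authors deposited these counts as whole numbers without normalization, although the methods describe normalization in nSolver, and no tumor was left out. The total count per tumor was 812522 to 1086462 in the PBS tumors (median 959282), 1186487 to 1612415 in the G100 tumors (median 1263256) and 810260 to 1268512 in the SE tumors (median 878121.5). The 20 reference genes of the panel did not follow these totals, with geometric means of 1869 to 2357 counts in the PBS tumors and 1716 to 1883 in the G100 tumors. As in the methods, the number of reference genes was chosen automatically, here by the geNorm procedure, which kept the 15 whose ratios to one another varied least across the G100 and PBS tumors. Counts were scaled to the geometric mean of these reference genes, and the other 750 genes were compared between the 4 G100 and the 4 PBS tumors with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. No filter on low counts was applied, and 80 of the genes were below the methods' threshold count of 20 in most of the 8 tumors.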

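Of the 750 genes, 514 (68.5%) had an adjusted p under 0.05 in G100 tumors against PBS tumors, of which 510 were higher and 4 lower. The median log2 fold change over the panel was 0.89. The counts of all 4 G100 tumors lay above those of all 4 PBS tumors for 476 genes and below them for 8, where chance gives 2.86% of genes in both directions together. Among the alternatives, scaling each tumor to the median of the panel instead of to the reference genes changed the directions most, with 61 genes higher and 307 lower. Under this scaling the panel's median log2 fold change was −0.40, so the directions that follow are relative to the reference genes.
The DC function set (16 genes) had a score, the mean log2(normalized count + 1) over its genes, of 9.37 ± 0.26 (SD, n = 4) in G100 tumors and 8.41 ± 0.18 (SD, n = 4) in PBS tumors. The score of the T cell function set (199 genes) was 8.54 ± 0.26 in G100 tumors and 7.61 ± 0.17 in PBS tumors, and that of the NK cell function set (53 genes) was 7.52 ± 0.32 and 6.60 ± 0.18. In each of these sets every G100 tumor scored above every PBS tumor (two-sided exact permutation test, p = 0.0286, the smallest that 4 tumors against 4 allow, and 0.0286 after Benjamini-Hochberg adjustment over 6 sets). The differences were 0.96, 0.94 and 0.91 with the reference genes, and reversed to −0.31, −0.33 and −0.33 with the panel median scaling. With TMM scaling, chosen after seeing the data, which places the panel near 0, 148 genes were higher and 168 lower, and the differences were 0.069, 0.051 and 0.037 (exact p = 0.429, 0.429 and 0.771). With each tumor left out in turn they stayed between 0.76 and 1.04. By fry, which tests a set on its own, p was 0.000701, 0.00035 and 0.000998 for the DC, T cell and NK cell sets. By camera, which sets it against the rest of the panel, p was 0.783, 0.966 and 0.430. A rise of these sets beyond the other genes was thus not detected, which is a separate question from their rise against PBS tumors.
In the DC function set 11 genes had an adjusted p under 0.05, in the T cell function set 138 and in the NK cell function set 34, all of them higher in G100 tumors. The largest rise of the panel was that of Il1b, with 4213 ± 5612 normalized counts (SD, n = 4) in G100 tumors and 116 ± 31.8 in PBS tumors. Its log2 fold change was 5.18 (standard error 1.01, adjusted p = 0.00255 from edgeR's quasi-likelihood test). Supplementary Table 1 assigns Il1b to the T cell function set, which does not give its cell of origin in whole tumors. The size of its rise depended on G100 replicate 3, without which the log2 fold change was 3.63. The next genes of the T cell set, Ptgs2 and Il1a, had log2 fold changes of 4.27 and 3.86, which were 2.18 and 1.98 without that tumor. Ccl5, a member of both the DC and the NK cell set, had a log2 fold change of 3.31 (standard error 0.71, adjusted p = 0.00407 from edgeR), and 2.16 without G100 replicate 3. Mefv and Ccl4 of the NK cell set had log2 fold changes of 2.61 and 2.34, and 1.88 and 1.53 without the same tumor. Ccr1 of the DC function set depended less on single tumors. It had 585 ± 144 normalized counts in G100 tumors and 131 ± 49.2 in PBS tumors (log2 fold change 2.16, standard error 0.31, adjusted p = 0.000563 from edgeR), and its log2 fold change was 2.01 to 2.38 with each tumor left out. The 4 lower genes were Ms4a1 and Cd79b, both expressed by B cells, with log2 fold changes of −0.46 and −0.42, and Anp32b and Nup107, with −0.30 and −0.26. Nup107 (adjusted p = 0.0479 from edgeR) stayed under 0.05 with a tumor left out only without G100 replicate 2.

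**Figure D1:**
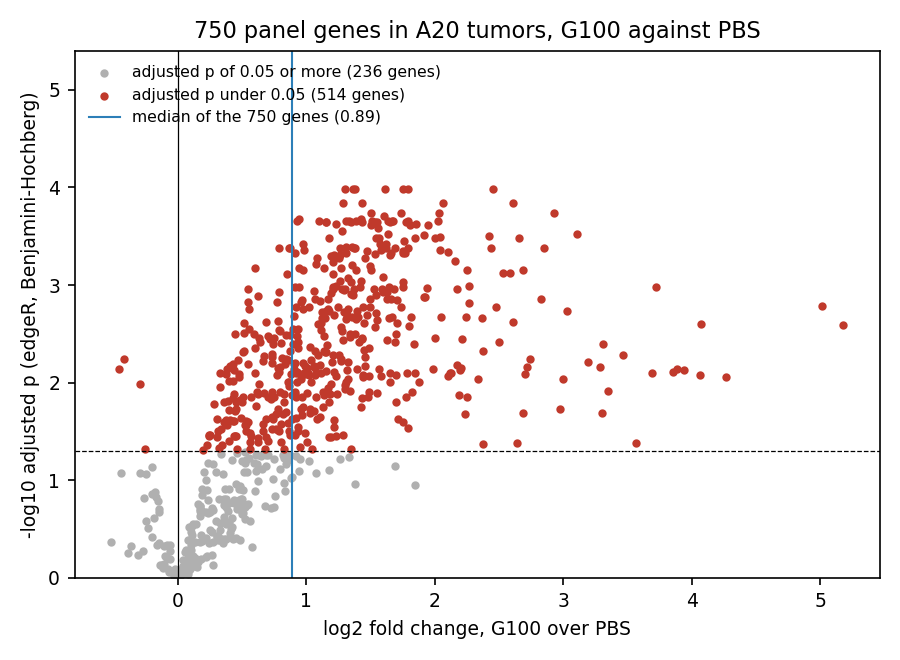
Each point is a gene of the panel, with its log2 fold change in G100 over PBS tumors on the x axis and the −log10 of its adjusted p (edgeR) on the y axis. Red points are the 514 genes with an adjusted p under 0.05, gray points the other 236, the dashed line marks 0.05 and the blue line the median of 0.89, which lies above 0 with reference gene scaling and at −0.40 with panel median scaling.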

G100 activated multiple genes related to DC function, T cell and NK cell function in the A20 TME (Figure 3A and Supplementary Table 1) and FACS analysis of tumor infiltrating lymphocytes (TIL) showed significantly (*p* < 0.05) increased (~2-fold) percentages of T cells and NK cells, with decreased (~30%) Tregs in G100-treated mice (Figure 3B). 

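The 6 exhaustion markers of Figure 3C were Pdcd1 (PD-1), Cd274 (PDL1), Lag3, Havcr2 (TIM3), Cd244 and Ctla4. Cd274 had 3537 ± 1482 normalized counts (SD, n = 4) in G100 tumors and 1048 ± 169 in PBS tumors, a log2 fold change of 1.75 (standard error 0.27, adjusted p = 0.000938 from edgeR's quasi-likelihood test). Ctla4 had 219 ± 97.1 and 67.9 ± 22.2, a log2 fold change of 1.69 (standard error 0.36, adjusted p = 0.00386 from edgeR). Lag3 had 420 ± 14.7 and 211 ± 68.2, a log2 fold change of 0.99 (standard error 0.24, adjusted p = 0.00672 from edgeR). Pdcd1 had 473 ± 225 and 194 ± 102, a log2 fold change of 1.29 (standard error 0.46, adjusted p = 0.0348 from edgeR). Cd244 had 29.0 ± 7.28 and 16.8 ± 4.74 (log2 fold change 0.79, adjusted p = 0.0312 from edgeR), and Havcr2 26.7 ± 7.33 and 16.8 ± 1.62 (log2 fold change 0.66, adjusted p = 0.0311 from edgeR), so both lay near the threshold count of 20. All 6 had an adjusted p under 0.05 over the genes tested, and 6 when adjusted over the list alone. The counts of every G100 tumor exceeded those of every PBS tumor for 5 of the markers (two-sided exact permutation test, p = 0.0286). For Pdcd1 the groups overlapped (exact p = 0.0571).
The number of markers under 0.05 was 3 without PBS replicate 3, without PBS replicate 4 or without G100 replicate 3, and between 4 and 6 without any other tumor. Pdcd1 stayed under 0.05 only without PBS replicate 1 or G100 replicate 4, and Havcr2 only without G100 replicate 2 or G100 replicate 4. Cd244 did not stay under it without PBS replicate 3, PBS replicate 4, G100 replicate 2 or G100 replicate 3. Cd274, Lag3 and Ctla4 stayed under it in each of the 8 fits that left out a tumor. With panel median scaling 1 marker passed, and the log2 fold changes of Lag3, Cd244 and Havcr2 reversed to −0.24, −0.50 and −0.62.

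**Figure D2:**
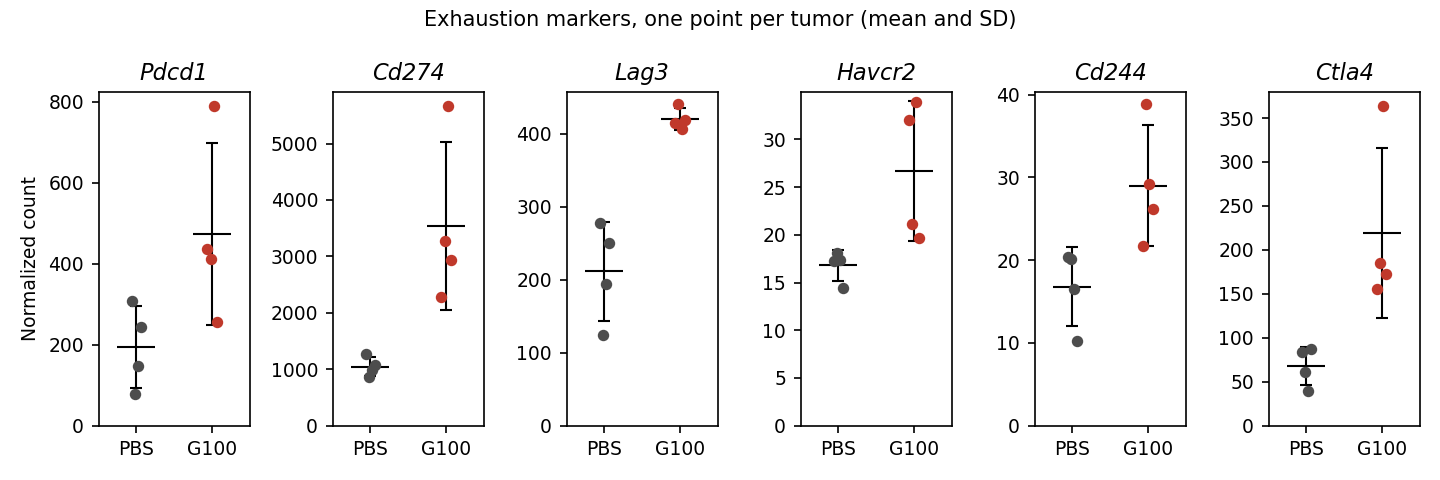
Normalized counts of the 6 exhaustion markers (y axis, a separate scale for each) in the 4 PBS and the 4 G100 tumors, one point per tumor, with the mean and SD. With reference gene scaling the groups overlap for Pdcd1 and not for the other 5, and with panel median scaling Lag3, Cd244 and Havcr2 are lower in G100 tumors.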

Most exhaustion markers tested (PD-1, PDL1, LAG3, TIM3, CD244, CTLA4) were upregulated in A20 tumors after G100 treatment (Figure 3C).

**Figure 2:**
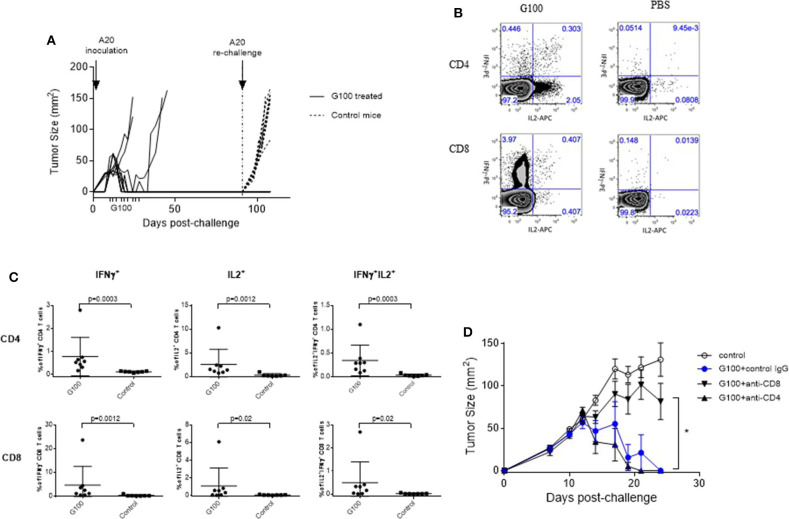
G100 induces CD8 T cell-mediated tumor protection and memory responses. **(A)** Rejection of A20 tumor re-challenge in G100-treated mice. On Day 7 after A20 tumor cell inoculation, mice with palpable A20 tumors started receiving GLA-SE treatment (10 μg, 3x/week, for 3 weeks), as indicted on the x-axis. Six out of 10 treated mice had complete tumor regression and received a second tumor challenge on the opposite side of the original tumor at 3 months after the initial tumor inoculation (indicated by vertical dotted line on day 90). All these mice rejected the secondary tumor challenge, demonstrating the development of long-term immunity. Untreated mice developed tumor rapidly after A20 challenge, as shown in tumor growth curves with dotted lines. **(B)** Splenocytes were collected from G100-treated mice and naïve Balb/c mice (*n* = 8 per group) and stimulated with irradiated A20 tumor cells at a 10:1 ratio with the addition of brefeldin A and cultured overnight. Then the cells were then either surface stained or permeabilized and stained with antibodies against IFNγ, IL2, and TNFα and analyzed by FACS. Shown are representative dot plots showing IL-2 and IFNγ production in CD4 and CD8 T cells in splenocytes co-cultured with A20 tumor cells. For data analysis, cells were first gated as singlets based on FSC and SSC. Then the singlet cells were gated based on a viability dye. The live cells were gated for CD3+ T cells, which were further separated into CD4 and CD8 T cells. **(C)** Summary graphs showing the levels of cytokine positive cells in CD4 and CD8 T cells from GLA-treated or control naïve mice. **(D)** Tumor growth curves (mean ± sem) in mice that were treated with PBS, G100 (10 μg GLA, 2%SE /mouse, 3 times/week for 3 weeks), or G100 plus CD4 or CD8 T cell depletion. The depletion efficiency was more than 95% as measured by FACS (data not shown). Depletion of CD8 T cells but not CD4 T cells significantly abrogated the anti-tumor effects of G100. *p < 0.05 between G100 and G100 + CD8 depletion group.

**Figure 3:**
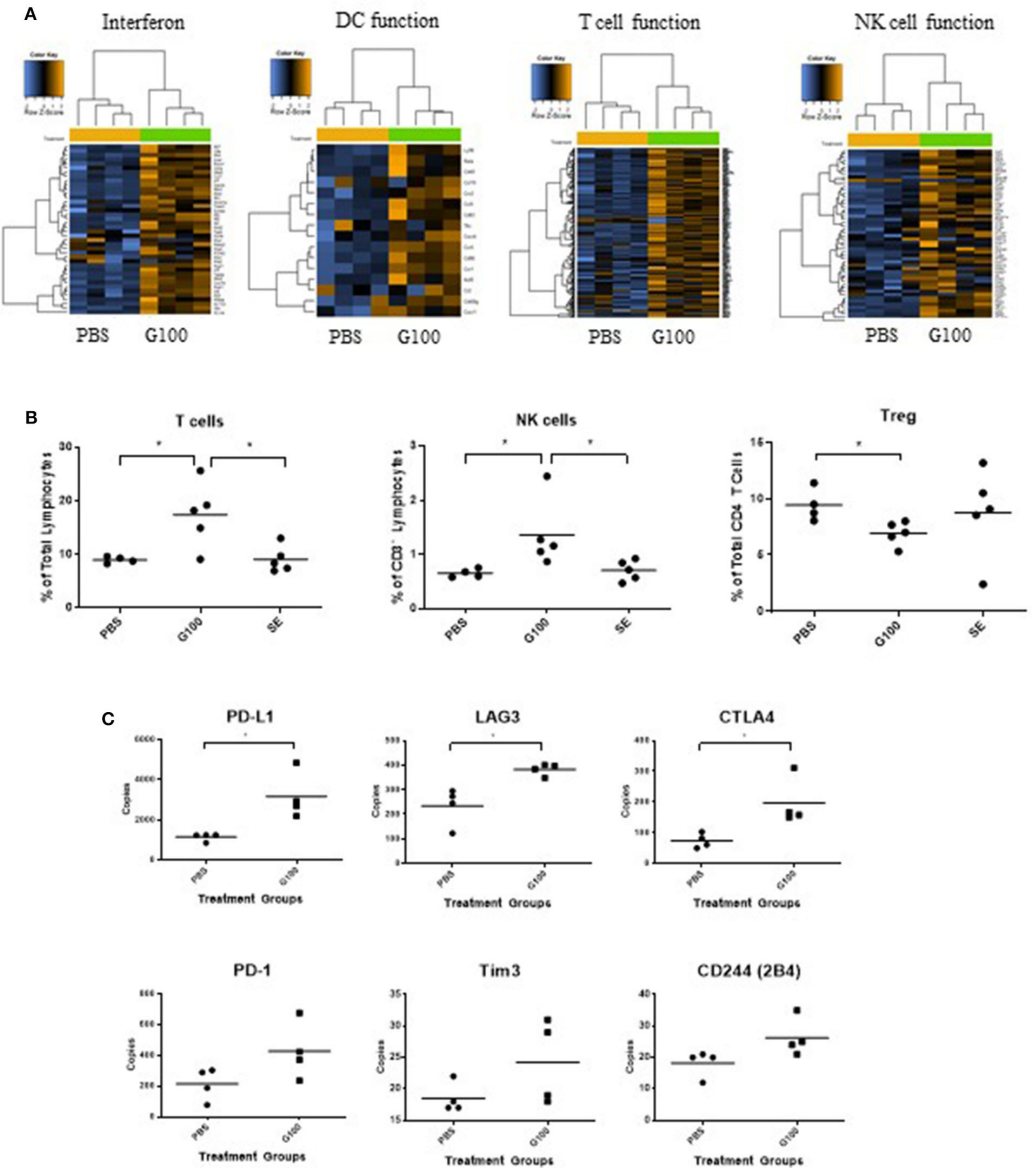
G100 inflames TME of A20 tumors. **(A)** A20 tumors (*n* = 4 mice/group) treated with G100 (10 μg/ml GLA, 2%SE) for 1 week (3 injections, every other day) were collected for gene expression analysis by Nanostring. Multiple immune response pathways, including type 1 interferon signaling, DC function, T cell, and NK cell functions, were all activated. **(B)** Tumor infiltrating lymphocytes (TIL) were collected for Flow cytometry analysis and stained with antibodies for CD3, CD4, CD8, Foxp3, and NKp46. G100 treatment induced significant increase in T cells and NK cells and a decrease in T_reg_ among CD4 T cells. SE treatment was no different from PBS control in any of the markers. **(C)** Gene expression levels of T cell exhaustion markers in G100-treated and non-treated tumors (*n* = 4 mice/group). *p < 0.05 by student *t*-test.

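The interferon set of Figure 3A (40 genes) had a score of 9.01 ± 0.26 (SD, n = 4) in G100 tumors and 7.96 ± 0.19 (SD, n = 4) in PBS tumors. The difference of 1.05 placed every G100 tumor above every PBS tumor (two-sided exact permutation test, p = 0.0286), and it lay between 0.93 and 1.13 with each tumor left out in turn. It reversed to −0.22 with panel median scaling, which placed the panel median at −0.40. With quantile normalization it fell to 0.081 (exact p = 0.0857). By fry, p was 0.000201. Against the rest of the panel, camera with its preset correlation between genes gave p = 0.0259, which was 0.0563 after Benjamini-Hochberg adjustment over 6 sets. With the correlation estimated from the tumors it was 0.517, so the set passed by fry and by the exact test, and by camera only with the preset correlation before adjustment. In this set 31 genes were higher at an adjusted p under 0.05 and 0 lower. Ccr7 had the largest log2 fold change, 2.74 (standard error 0.63, adjusted p = 0.00573 from edgeR's quasi-likelihood test), which was 1.69 without G100 replicate 3. Gbp5 had 1592 ± 730 normalized counts in G100 tumors and 294 ± 59.9 in PBS tumors, a log2 fold change of 2.44 (standard error 0.32, adjusted p = 0.000419 from edgeR). It stayed above 0 with an adjusted p under 0.05 in each alternative, panel median scaling included (1.11). Il12rb2 had 73.5 ± 48.3 and 16.0 ± 9.05, a log2 fold change of 2.20 (standard error 0.54, adjusted p = 0.00742 from edgeR).

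**Figure D3:**
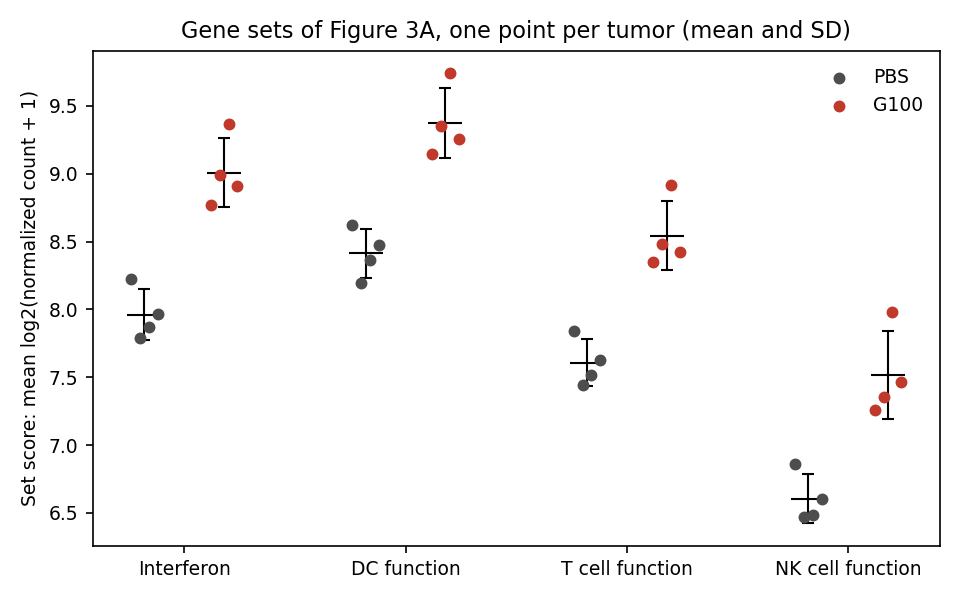
Scores of the 4 gene sets of Figure 3A (y axis, mean log2 of the normalized count + 1 over the genes of the set) in the 4 PBS and the 4 G100 tumors, one point per tumor, with the mean and SD. In each set the G100 tumors lie above the PBS tumors with reference gene scaling, and below them with panel median scaling.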

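For the exhaustion markers of Figure 3C, the counts as deposited, before scaling to reference genes, were 3172 ± 1163 (SD, n = 4) for Cd274 in G100 tumors and 1156 ± 196 in PBS tumors (two-sided exact permutation test, p = 0.0286). Lag3 had 383 ± 24.1 counts and 234 ± 76.8 (exact p = 0.0286), and Ctla4 197 ± 76.6 and 74.0 ± 23.5 (exact p = 0.0286). Pdcd1 had 426 ± 184 and 214 ± 104 (exact p = 0.0857), and Cd244 26.3 ± 6.08 and 18.3 ± 4.19 (exact p = 0.0571). Havcr2 had 24.3 ± 6.70 and 18.5 ± 2.38 (exact p = 0.2). On this scale the groups did not overlap for Cd274, Lag3 and Ctla4, and 0.0286 is the smallest p that 4 tumors against 4 allow.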

Since A20 is derived from murine B cells which are known to express TLR4, we investigated the importance of TLR4 expression on tumor cells by generating a biallelic TLR4 knockout A20 cell line. To separate direct GLA effects on tumor cells from effects of GLA on immune cells in the TME, we pretreated A20 WT cells or A20 TLR4 k.o. cells with GLA-AF (5 μg /ml) *in vitro* for 48 h prior to subcutaneous implantation. As shown in Figures 4A,B, GLA-pretreated A20 WT cells did not establish tumors, whereas the TLR4 k.o. cell line was not affected by GLA pretreatment and established tumors with the same growth kinetics as A20 WT cells. A side-by-side comparison of IT G100 effect on WT A20 tumor vs. TLR4 k.o. tumors showed that the *in vivo* anti-tumor effects of G100 were entirely dependent on expression of TLR4 (Figures 4C,D).

**Figure 4:**
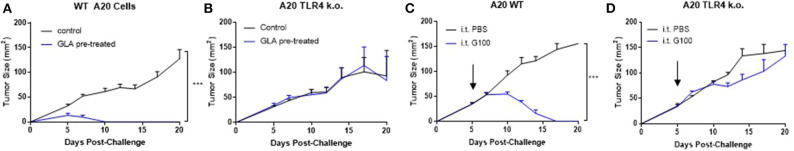
GLA has anti-tumor effects in A20 WT but not A20 TLR4 ko tumor cells *in vitro* and *in vivo*. **(A,B)** Pre-treatment with GLA-AF (incubating cells in medium containing GLA-AF (5 μg /ml) *in vitro* for 48 h prior to subcutaneous implantation in mice inhibited the growth of wild type (WT), but not TLR4 knockout (k.o.) A20 tumor growth after inoculation. **(C,D)** IT G100 treatment inhibited the growth of WT but not TLR4 k.o. A20 tumors. IT injection of G100 (10 μg GLA-SE, 3x/week) started on Day 7 after the tumors were established and lasted for 3 weeks. Shown are average tumor sizes (mean ± sem) for each treatment groups (*N* = 5/group). ***p < 0.001 by student *t-*test.

### GLA Induces APC Functions and Apoptosis in A20 Cells

To address the potential direct effect of GLA on tumor cells, we examined both gene expression and phenotypic changes in WT and TLR4 k.o. A20 cells after GLA treatment. As shown in Figures 5A,B, treatment with GLA-AF (5 μg/mL, 48 h) resulted in induction of multiple immune-related genes in WT, but not TLR4 k.o. A20 cells. The upregulated genes include co-stimulatory molecules (CD40, CD80, CD86) and MHCII (H2-DMb2, H2-Eb1, H2-Dma, Supplementary Tables 2, 3). Flow cytometry analysis showed a dose-dependent reduction of TLR4 expression (Figures 5E,F) and dose-dependent induction of CD40 and CD80 by GLA-AF in WT A20 cells (Figures 5G,H). The induction of genes related to B cell activation and APC function was also observed in human Mino cells, a TLR4 expressing mantle cell lymphoma cell line (Figure 5C and Supplementary Table 4). Gene induction was blocked when cells were pretreated with an anti-human TLR4 mAb (Figure 5D and Supplementary Table 5). Prolonged exposure to GLA-AF (0.01–5 μg/mL, 96 h) resulted in dose-dependent decrease in cell number in WT but not TLR4 k.o. A20 cells (Figures 5I,J). The decrease in cell number and viability by GLA treatment was also seen in Mino cells and the effect was blocked by anti-TLR4 mAb (Figures 5K,L). The decrease in cell number in A20 cells after GLA treatment is consistent with induction of apoptosis (Figure 6A). Time course studies further showed that the induction of apoptosis and to a lesser degree also necrosis by GLA-AF in A20 cells was both dose- and time- dependent (Figures 6B–D). The IC_50_ at 48 h was ~ 0.01 μg/mL. The ability of GLA to induce apoptosis was also observed *in vivo*. As shown in Figures 6E,F, after three injections of G100 or control PBS, G100-treated A20 tumor had significantly increased expression of cleaved caspase-3, an apoptosis marker, and decreased expression of Ki67, a proliferation marker.

**Figure 5:**
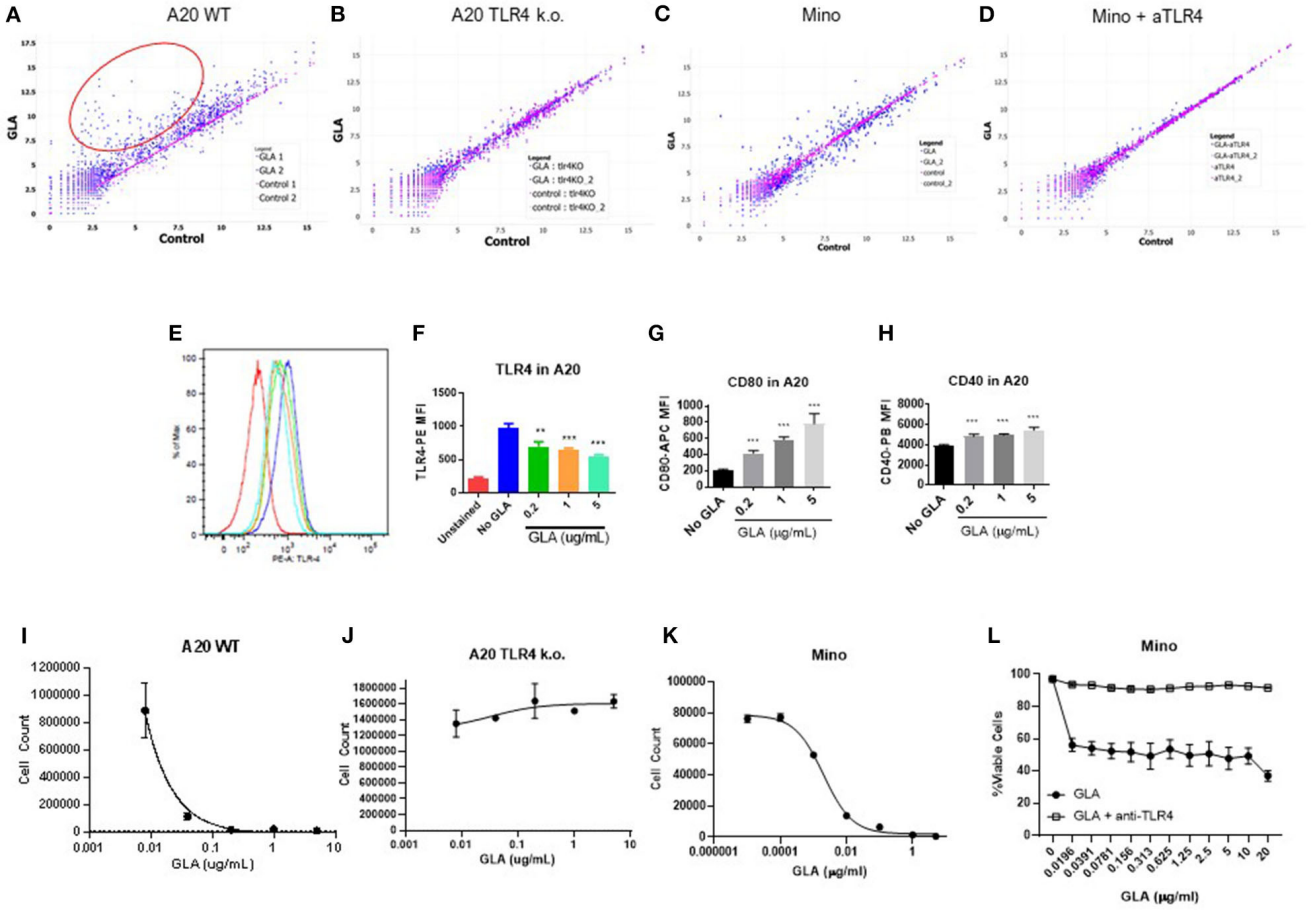
GLA has direct effects on murine and human lymphoma cells by inducing activation and cell death. **(A–D)** Scatter plot of gene expression analysis in murine or human lymphoma cells. Each dot represents the expression level of a particular gene in the control group (x-axis) or GLA-treated (y-axis) group. The full list of genes with differential expression is available in Supplementary Tables 2–5. **(A,B)** A20 WT or TLR4 k.o. cells were treated with GLA-AF (5 μg/mL, 48 h) before gene expression analysis by Nanostring using the mouse panCancer immune profiling panel. **(A)** Scatter plot of gene expression levels in GLA- or control PBS- treated WT A20 cells. **(B)** Scatter plot of gene expression levels in GLA- or PBS- treated TLR4 k.o. A20 cells. The red circle marks genes that are significantly induced by GLA treatment. Two independent samples are included in each treatment group. **(C)** Mino lymphoma cells were treated with GLA-AF (5 μg/mL, 48 h) before gene expression analysis by Nanostring using the human panCancer immune profiling panel. **(D)** TLR4 was blocked by adding anti-TLR4 mAb (10 μg/mL) 15 min before GLA treatment and gene expression analysis. **(E–H)** Direct effects of GLA in A20 tumor cells *in vitro*. A20 tumor cells were treated with GLA (0.2, 1, or 5 μg/ml GLA-AF, 48 h) before staining with anti-TLR4/MD2, anti-CD80, or anti-CD40. Shown are overlay histogram of TLR4 staining in A20 cells **(E)**, and summary graphs of mean fluorescent intensity (MFI) of TLR4, CD80, and CD40 expression in GLA-treated or control A20 cells **(F–H)**. Treatment was done in duplicate. Each column indicates mean ± sem of duplicate wells. **(I,J)** Dose-dependent inhibition of the growth of WT but not TLR4 k.o. A20 cells by GLA. The cells were treated with serial dilution of GLA (0.01–5 μg/mL) for 96 h before the cells were stained with Live/Dead-NIR and evaluated by FACS. Shown are mean ± sem of cell numbers in two duplicate treatment wells. **(K)** Dose-dependent inhibition of the growth of Mino lymphoma cells. The cells were treated with serial dilution of GLA for 96 h before the cells were stained with Live/Dead-NIR and evaluated by FACS. **(L)** The addition of anti-TLR4 mAb blocked the growth inhibitory effects of GLA in Mino cells. **p < 0.01, ***p < 0.001.

**Figure 6:**
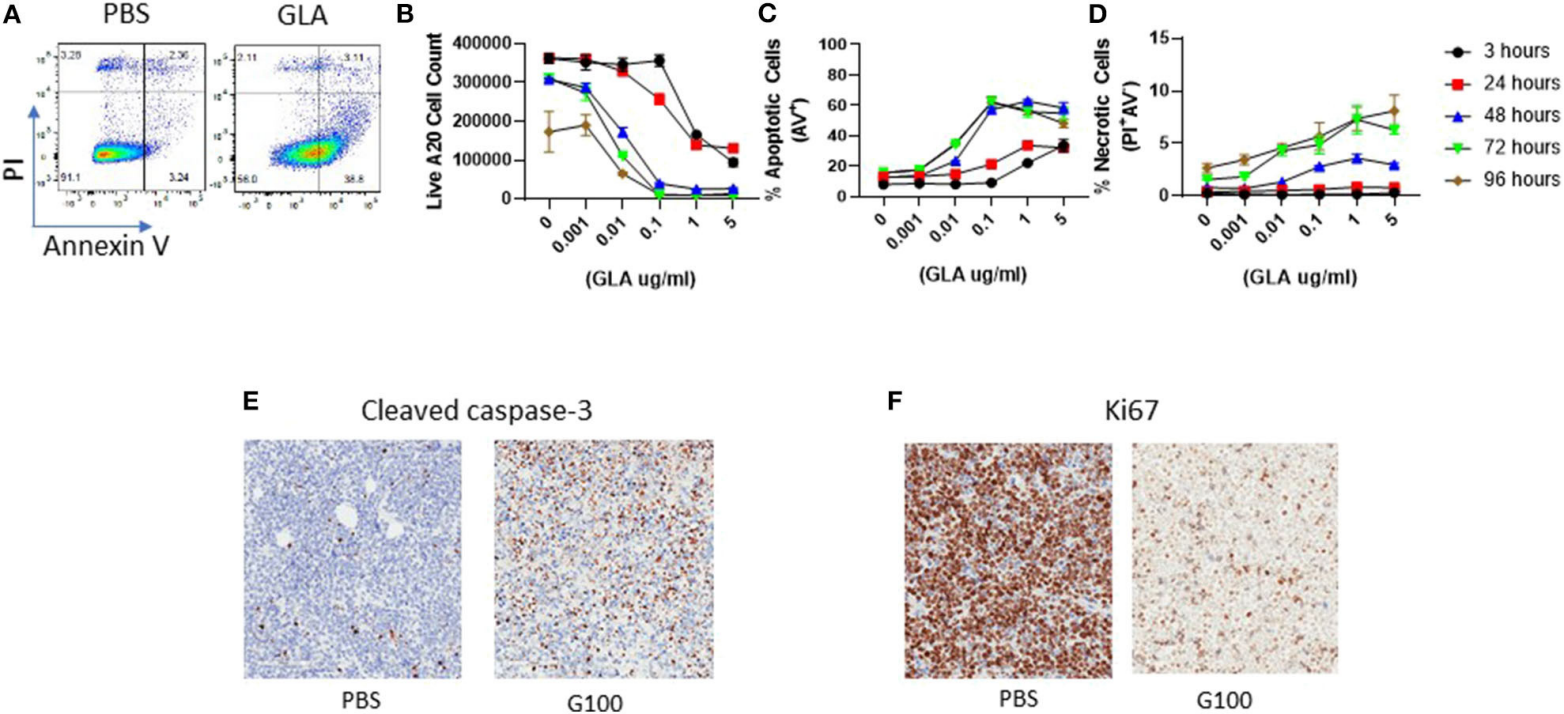
Induction of A20 tumor cell apoptosis by GLA *in vitro* and *in vivo*. **(A)** Representative FACS graphs showing Annexin-V and PI staining in control or GLA-treated A20 cells. A20 cells were treated with GLA (5 μg/mL) for 48 h before staining with Annexin-V and PI. **(B–D)** Dose and time- dependent effect of GLA on the number of live A20 cells **(B)** and induction of apoptosis **(C)** and necrosis **(D)**. A20 cells were treated with serial dilutions of GLA-AF for 3, 24, 48, 72, or 96 h before the cells were stained with Annexin-V/PI and analyzed by flow cytometry. Each data point represents the mean ± sem of cell number or percentage of apoptotic or necrotic cells in two replicate wells. **(E,F)** *in vivo* G100 treatment induced cleaved caspase-3, an apoptosis marker, and decreased the expression of Ki67, a proliferation marker, in A20 tumor cells. A20 tumors were collected after three intratumoral injections of G100 (10 μg) or control PBS for IHC analysis. Brown dot indicates tumor cells that are positive for cleaved caspase-3 **(E)** or Ki67 **(F)**.

To evaluate whether the direct effect on A20 tumor cells could also be induced by other TLR agonists currently used for intratumoral therapy, we treated A20 cells side-by-side with the TLR3 agonist poly I:C, TLR9 agonist ODN2006, or GLA-AF. As shown in Figure 7A, direct cytotoxicity on A20 cells was observed after treatment with GLA and CpG ODN2006, but not after treatment with poly I:C. Dose-response curves showed that A20 cells were most sensitive to GLA as compared to other TLR agonists (Figure 7B). Gene expression analysis showed that untreated A20 cells mainly expressed TLR4 and TLR9, but not other TLRs (Figure 7C). Overall, results obtained with human Mino cells were very similar (Figures 7D–F).

**Figure 7:**
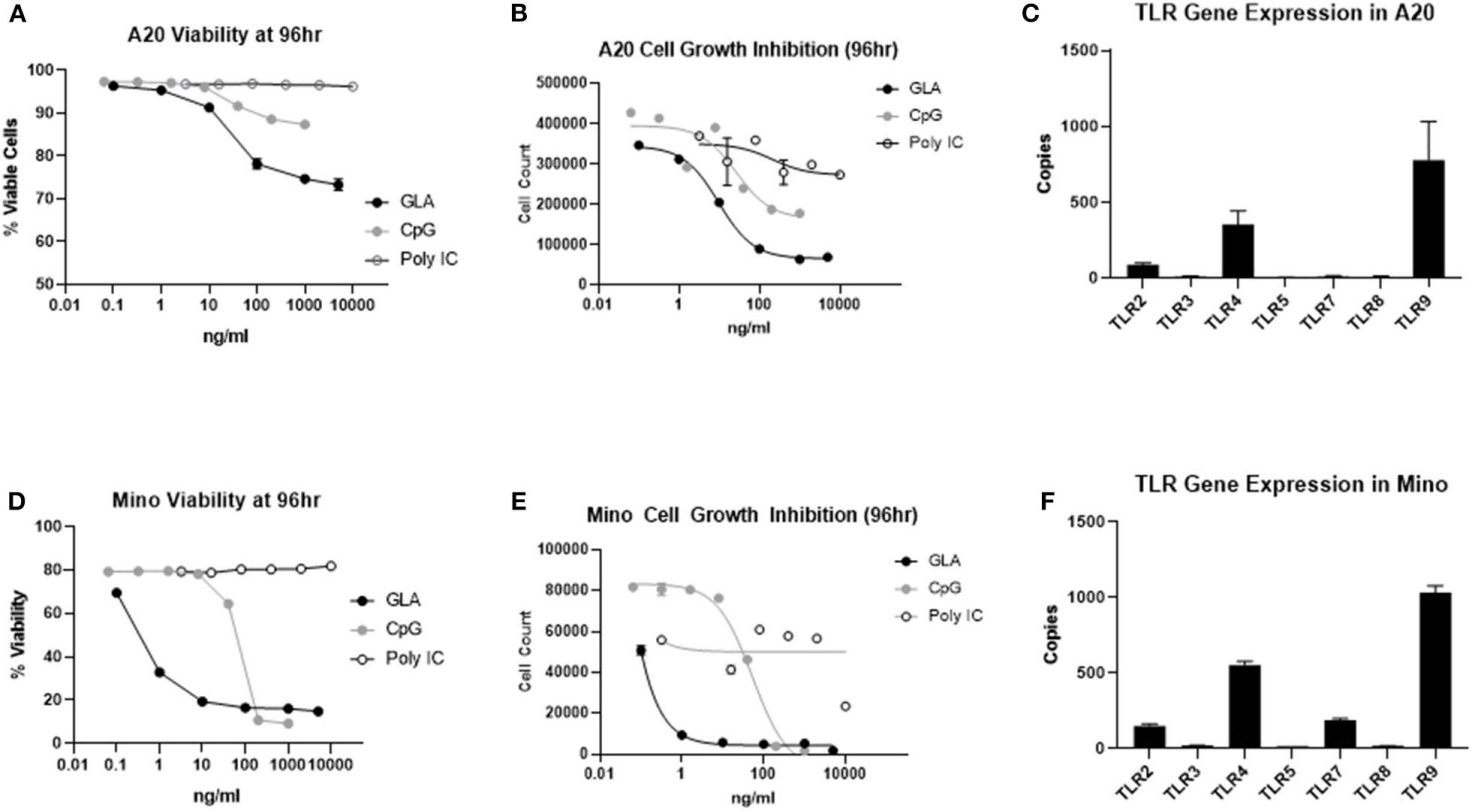
A20 murine lymphoma and Mino human lymphoma cell lines are more sensitive to TLR4 agonist than TLR3 and TLR9 agonists. **(A)** GLA significantly inhibited the viability of A20 cells *in vitro*. Shown is the average viability of A20 cells (from two duplicate wells) at the given concentrations of GLA, CpG, or poly I:C. **(B)** GLA is more potent than poly I:C and CpG in inhibiting the growth of A20 cells. Shown are the average number of viable cells (y-axis) from two duplicate treatment wells at the given concentrations of GLA, CpG, or poly I:C (x-axis). **(C)** Expression level of different TLRs in A20 cells as determined by Nanostring gene expression assay using the panCancer Immune Profiling panel. Each bar indicates the expression level (mean ± sem) of a specific TLR gene in two independent RNA samples from A20 cells. **(D)** GLA significantly inhibits the viability of Mino cells. Shown is the average viability of Mino cells (from two duplicate wells) at the given concentrations of GLA, CpG, or poly I:C. **(E)** GLA is more potent than poly I:C and CpG in inhibiting the growth of Mino cells. Shown are the average number of viable cells (y-axis) from two duplicate treatment wells at the given concentrations of GLA, CpG, or poly I:C (x-axis). **(F)** Expression level of different TLRs in Mino cells as determined by Nanostring gene expression assay using the panCancer Immune Profiling panel. Each bar indicates the expression level (mean ± sem) of a specific TLR gene in two independent RNA samples from Mino cells.

## Discussion

B-cells can play an important role function as antigen-presenting cells (APC), for example in the setting of prophylactic vaccination, and it is currently being investigated whether B-tumor cells possess APC function that can be exploited therapeutically to induce clinically relevant anti-tumor responses (19, 20). To this end, stimulation with anti-CD40 antibody, CD40 ligand, or CpG has been shown to enhance the antigen presenting capacity of murine lymphoma cell lines and human tumor B cells via enhancing the expression of MHC-II, costimulatory molecules (mostly CD86 but also CD80) and adhesion molecules (CD54) (21–24).

Toll-like receptor 4 (TLR4) is widely expressed on immune cells in the mouse, especially macrophages and dendritic cells, as well as on B-cells and B-cell lymphomas. Dendritic cells (DC) are activated and matured by TLR4 agonists, and TLR4 engagement has been shown to promote cross-presentation in CD103+ murine DC (25). Stimulation of TLR4 also plays an important role in B-cell development, proliferation and induction of effector functions, such as secretion of antibodies and cytokines, immunoglobulin class-switch recombination, upregulation of co-stimulatory molecules (CD40, CD80), and activation of antigen presentation in the lymph node (26). Because we have previously shown safety, immunological activity and clinical benefit of IT G100 treatment in two small phase 1 trials in soft tissue sarcoma and Merkel cell carcinoma patients, we sought to generate preclinical data in the A20 model that support clinical studies in follicular lymphoma patients (17, 27).

We demonstrate here in a bilateral model of A20 lymphoma that IT treatment of only one tumor with the synthetic TLR4 agonist GLA at the highest dose evaluated (50 μg) cured ~ 50% of mice, indicating the induction of a systemic immune response. This was confirmed by showing that the anti-tumor effects were mediated by tumor-specific splenic CD8 T-cells and that mice surviving a primary A20 challenge were completely protected against re-challenge 3 months later. A20 cells have been shown to be phenotypically similar to mature human B-cell lymphomas, expressing high levels of MHC class I and class II molecules and moderate levels of the costimulatory molecule B7-2 (CD86), and to present both exogenous and endogenous antigen (28). However, despite their intrinsic antigen-presenting capabilities, A20 tumors fail to be eliminated spontaneously and tumor-specific T cells are tolerized rather than activated *in vivo* (29). In contrast, G100- treated A20 tumors showed upregulation of genes related to DC activation, antigen presentation, NK cell activation, T cell activation and other innate and adaptive immune functions, in line with previous reports characterizing in detail the innate immune activation with GLA in muscle and draining lymph nodes of mice (12, 30). 

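Antigen presentation was covered by the antigen processing set (33 genes) and the MHC class I & II set (32 genes). The antigen processing score was 10.32 ± 0.28 (SD, n = 4) in G100 tumors and 9.27 ± 0.18 (SD, n = 4) in PBS tumors, a difference of 1.06. The MHC score was 10.01 ± 0.23 and 8.96 ± 0.20, a difference of 1.05. Every G100 tumor scored above every PBS tumor in both sets (two-sided exact permutation test, p = 0.0286). With panel median scaling both differences reversed, to −0.21 and −0.21, but this scaling placed the panel median itself at −0.40. Relative to the panel mean both sets rose by 0.13 (exact p = 0.0286 each, 0.0571 after adjustment over 6 sets). By fry, p was 0.000355 for antigen processing and 0.000288 for MHC. Camera with its preset correlation gave 0.0282 and 0.0149 (0.0563 and 0.0563 after adjustment over 6 sets), and with the estimated correlation 0.539 and 0.480. Each set had 26 genes with an adjusted p under 0.05, all higher. Nlrp3 led the antigen processing set with a log2 fold change of 3.46 (standard error 0.79, adjusted p = 0.00525 from edgeR's quasi-likelihood test), which was 2.13 without G100 replicate 3. Fcgr1, which is in both sets, had 700.2 ± 126 normalized counts in G100 tumors and 115 ± 29.8 in PBS tumors, a log2 fold change of 2.61 (standard error 0.23, adjusted p = 0.000144 from edgeR). Fcgr3 and Fcer1g followed in the MHC set with log2 fold changes of 1.79 and 1.73. The paper refers to upregulated immune genes as groups, antigen presentation among them, and its Discussion does not name these 4 genes. From those groups it contrasts G100-treated tumors with A20 tumors left to grow. In the latter it states that T cells specific for the tumor become tolerized and not activated.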

Indicative of IFNγ-mediated adaptive immune resistance in the TME, upregulation of multiple checkpoint molecules, such as PD1, LAG3, TIM3, CTLA4, and PD-L1 in the TME was also observed in G100 treated tumors.

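The transcript of IFNγ itself, Ifng, had 60.5 ± 17.7 normalized counts (SD, n = 4) in G100 tumors and 24.0 ± 7.60 in PBS tumors, a log2 fold change of 1.33 (standard error 0.31, adjusted p = 0.0061 from edgeR's quasi-likelihood test). Every G100 tumor was above every PBS tumor (two-sided exact permutation test, p = 0.0286). With each tumor left out in turn the log2 fold change was 1.13 to 1.47. It fell to 0.042 with panel median scaling, where the adjusted p from edgeR was 0.897. With TMM scaling, which places the panel near 0, it was 0.42 (adjusted p = 0.198 from edgeR). Its counts as deposited were 13 to 72 per tumor.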

To investigate the possibility that G100-stimulated B-tumor cells would participate in the induction of antitumor responses, we first determined that the cells had an intermediate level of TLR4 expression at baseline as measured by flow cytometry. Next, we showed that *in vivo* GLA treatment of A20 cells upregulated the costimulatory markers CD80, CD86, and CD40, as well as MHCII, indicating the induction of APC functions. Interestingly, prolonged GLA incubation (48–96 h) also induced genes involved in apoptosis and cell death (caspase-1, caspase-3, Fas) and a significant reduction in cell numbers. Pre-treatment of A20 cells with GLA resulted in failed tumor establishment when implanted into mice. Taken together, these results suggested that GLA-mediated signaling induced APC functions as well as direct cytotoxicity, which likely both contributed to the observed antitumor effects. To test this hypothesis, we generated an A20 cell line with biallelic knockout of the TLR4 gene. Strikingly, both the direct effect of GLA on tumor cells (upregulation of activation markers, induction of apoptosis) and the clinical effect of intratumoral G100 injection (tumor shrinkage) were completely abrogated in the TLR4 k.o. model. This is unequivocal evidence that immune functions of A20 lymphomas cells can be harnessed directly to induce immune responses that eliminate tumors, without the need for additional therapeutic modalities to induce tumor cell death or cross-presentation. Previously, treatment of A20 tumors with intratumorally injected synthetic oligodeoxynucleotides (ODNs) containing unmethylated CpG motifs (CpG), which are strong activators of toll-like receptor 9, was shown to have similar clinical efficacy as G100, however, knockout of TLR9 in tumor cells or the host animal reduced sensitivity to CpG but did not eliminate it completely (31). We quantified the expression of toll-like receptors 2, 3, 4, 5, 7, 8, and 9 in A20 tumors by RNA profiling, showing that TLR9 was expressed highest, followed by TLR4 and TLR2, whereas no TLR3 expression was detectable. This would explain why a recent publication reported that using a three-component *in situ* vaccine (ISV), consisting of the DC-activator Flt3 ligand, low-dose gamma irradiation and the toll-like receptor 3 (TLR3) agonist poly-ICLC, A20 tumors could only be cured if cross-presenting CD103+ dendritic cells were activated intratumorally (32). In summary, our experiments show that the effects of IT treatment of A20 tumors with a TLR4 agonist depends critically on the direct activation of the tumor cells themselves, in particular of antigen presenting pathways, which presumably turns them into target cells with increased susceptibility for T cell mediated killing.

There are limitations to our current study. It is recognized that although we have shown that both the direct effect of TLR4 agonist on tumor cells and CD8 T cell-mediated immune effects are necessary for the anti-tumor effects of GLA, a clear distinction between the two needs further investigation. To this end, when CD8 T cells isolated from tumor rejection mice are simultaneously transferred with A20 tumor cells to naïve recipient mice, no tumors formed (data not shown). Additional studies analyzing contralateral rejection of TLR4 KO A20 tumors upon treatment of WT A20 tumors, or implantation of WT A20 tumors in TLR4 k.o. mice would also help further delineate the role of immune-mediated effects. Additional studies on the pharmacokinetics (PK) of GLA after *in vivo* administration will also be informative to guide further optimization on formulation (oil concentration) and dosing regimen for anti-tumor effects. Preliminary studies have shown that after a single dose of intratumoral GLA-SE injection (10 μg), GLA was detectable in tumors at 96 h post-injection, but how the concentration in tumor compares to concentration used in our *in vitro* studies need further evaluation. Whether increasing the percentage of SE, which has known Th2-type immunomodulatory effects, will impact anti-tumor effect also remains to be investigated.

TLR4 staining by immunohistochemistry (IHC) has been examined in a number of hematologic malignancies and increased expression can be demonstrated on tumor cells in diffuse large B-cell lymphoma (DLBCL), multiple myeloma, and B acute lymphoblastic leukemia (B-ALL) (33, 34). We show here that the TLR4 positive human B-lymphoma cell line Mino responds to TLR4 stimulation in a very similar fashion to the murine A20 tumor cell line. TLR4 expression on tumor cells may therefore be biomarker for identifying patients with B-cell lymphomas susceptible to IT G100 treatment. To this end, we are currently performing a phase 1/2 trial of IT G100 in patients with follicular low-grade non-Hodgkin's lymphoma, with or without concurrent systemic anti-PD1 (Pembrolizumab) treatment (NCT02501473).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: the NCBI Gene Expression Omnibus (GSE150457).

## Ethics Statement

The studies involving animals were reviewed and approved by the IACUC committee of the Infectious Disease Research Institute, Seattle.

## Author Contributions

HL and JM designed the study and wrote the paper. HL and AB performed the experiments. MC performed the statistical analysis. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

HL, JM, AB, and MC were full time employees and shareholders of Immune Design at the time of performing the study. The authors declare that this study was fully funded by Immune Design. The funder fully designed and executed the study.

How the deposited data were processed for this re-analysis (not part of the article)

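Gene expression was measured with the nCounter mouse PanCancer Immune Profiling Panel in 12 A20 tumors, 4 injected with PBS, 4 with G100 and 4 with the emulsion alone (SE), collected 2 h after the last of 3 injections. The conditions were taken from the sample labels. The authors deposited 1 table of counts, the number of barcoded probes counted for each of 770 genes in each tumor. The methods say that the data were normalized in nSolver, but the deposited counts are whole numbers whose totals and reference genes differ between tumors, and the log2 fold changes of Supplementary Table 1 differ from theirs by 1 constant, so they were treated as not normalized. No reads were aligned and no genome build applies. Gene symbols were taken from the table. They were compared with the gene names of GRCm38.p6, where 754 of 770 matched, 8 matched through a synonym and 8 did not match, and no coordinates are given.

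The total count per tumor ranged from 810260 to 1612415. The precision of a single gene is limited by its count and by the 4 tumors per group, and most by the count for genes near 20, the threshold count of the methods.

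The panel holds 20 reference genes, and the other 750 genes were tested. For each comparison the geNorm procedure dropped the least stable reference gene in turn, which left 15 for G100 against PBS, 15 for SE against PBS and 12 for G100 against SE. Each tumor was scaled to the geometric mean of the selected genes. The plan made before the counts were examined assumed normalized values and limma, and named edgeR's quasi-likelihood test in case the values were counts. Since they are, groups were compared with edgeR 4.0.16 in R 4.3.3, without a filter on low counts and without covariates, and p values were adjusted by Benjamini-Hochberg over the 750 genes with a threshold of 0.05. Every comparison also has an exact permutation test over the 70 assignments of 4 tumors against 4, two-sided, whose smallest p is 0.0286. Normalized counts are the deposited counts after this scaling. Set scores are the mean of log2(normalized count + 1) over the genes that Supplementary Table 1 assigns to a set, and fry and camera from limma 3.58.1 were run beside them. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

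The fits were tested on simulated data with the means and dispersions of the real tumors and 200 of 750 genes changed. The changes were up or down with equal chance, each gene was drawn independently, and the reference genes were left unchanged. For G100 against PBS the fit called 75% of the changed genes, with 5.66% of its calls on unchanged genes. For SE against PBS it called 29.5% (7.81% of calls on unchanged genes), and for G100 against SE 7.5% (6.25%). The number of calls with the wrong sign was 0 in each comparison. With balanced changes and unchanged reference genes, the simulation does not test directions where most of the panel shifts, as it did in G100 against PBS.

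The genes named in the text were chosen by a rule made before the counts were examined. They are the genes of the panel that the paper names in relation to the tumors or to the effects of GLA, the 5 genes with the largest rise and the 5 with the largest fall in each comparison, and the 3 with the largest rise in each set, among genes with an adjusted p under 0.05, a group mean of at least 20 and no overlap between the groups. Col3a1 and the interferon alpha genes fall outside this rule and were chosen after their values were seen. Some genes that the rule picks are not reported here. The 6 lists of marker genes for B cells, T cells, monocytes and macrophages, neutrophils, NK cells, and endothelium and fibroblasts were also written before the counts were examined, and no gene is in more than 1 list.

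The alternatives were a filter of 20 counts in at least 4 of the 8 tumors compared, all reference genes, scaling to the panel median, quantile normalization with limma, all 12 tumors in one fit, the replicate number as a block, limma with a pseudocount of 10, limma without a trend, Student's t-test on log2 values (the test named in the legend of Figure 3C, while the methods leave expression testing to nSolver), Benjamini-Yekutieli adjustment, and leaving out each tumor in turn. For set scores they also included the median over the genes of a set and the mean of z-scores. Others were chosen after seeing the data: no rescaling, TMM scaling, limma with a pseudocount of 1, DESeq2 1.42.0 with its own size factors or with those of the selected reference genes, and Student's t-test without a pseudocount with Benjamini-Yekutieli adjustment. With this last setting, 749 of 750 log2 fold changes lay within 0.01 of those of Supplementary Table 1. The cultured A20 cells and the patient biopsies of the paper have no deposited values here and were not analysed here.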

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

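The tests of G100 replicate 3 and of SE replicate 4 were chosen after these results were seen, and the count of other splits before.

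In groups of 4 tumors, 134 sets of values were searched for a tumor far from the other 3 by Dixon's ratio, and 19 had one. Chance gives about 5% of groups, or 6.7. G100 replicate 3 was the distant tumor in 14 of the 19, and the highest in 13 of these. Of the 14, 8 are genes named here only for a large rise in G100 tumors, to which 1 high tumor adds, so the chance rate does not hold for them. The other 6 (Ctla4, Cd40, H2-DMb2, H2-Dma, Foxp3 and Il6) are among 33 genes that the paper names, where chance gives about 1.65 in the G100 tumors, although Il6 is also among the largest rises.

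Its normalized counts, with the range of the other G100 tumors, were 15245 for Ccl5 (1728 to 3603), 14050.5 for H2-DMb2 (6222 to 7378), 8260.4 for S100a8 (588 to 1857), 6934 for H2-Dma (4163 to 4623), 4369 for Ccr7 (630.2 to 1027) and 4186 for Ptgs2 (151 to 442). They were 1769 for Cd40 (653 to 795), 1592 for Oasl1 (166 to 370), 1565 for Il1a (105 to 190), 1541 for Nlrp3 (144 to 313), 710.5 for Il6 (23.8 to 122), 363 for Ctla4 (155 to 185) and 139 for Foxp3 (81.1 to 88.3). Fcgr1 was the exception, lowest in this tumor at 513 (747 to 790). Without this tumor the log2 fold changes against PBS were 3.62 for S100a8 in place of 5.02, 2.83 for Oasl1 in place of 4.07 and 2.29 for Il6 in place of 4.07. More RNA in its reaction is argued against, since its mean log2 reference gene count was lower than that of the other G100 tumors, by −0.085, and normalized counts are scaled to these genes. More tissue other than lymphoma in the sample is also argued against, since its B cell list score was 0.24 above that of the others and beyond their range (10.5, with 10.2 to 10.3 in the others), although Cd79b alone was lowest in this tumor, at 4762 normalized counts (4905 to 5803). The monocyte and macrophage list was 0.71 above the others and the neutrophil list 1.20, which is the one of these lists that holds S100a8, and a stronger response to G100 in this mouse may account for the difference. That was not tested, and a larger share of the injection reaching the sampled part stays open too.

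The remaining distant values were Cd40 in PBS replicate 4 at 580 (506 to 514 in the other PBS tumors), Il12rb2 in PBS replicate 1 at 29.5 (10.0 to 12.7), Nlrp3 in PBS replicate 2 at 29.1 (55.1 to 58.0), Cd3e in G100 replicate 2 at 613 (758 to 780) and Ifnb1 in G100 replicate 1 at 8.26 (13.1 to 14.0). Il12rb2 and Ifnb1 are low counts. No explanation was tested for them.

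The paper shows no gene expression of the SE tumors. In G100 against SE 16 genes had an adjusted p under 0.05 by edgeR, all higher in G100 tumors, and 15 of them were also among the 514 of G100 against PBS. The 5 largest were Arg1 with a log2 fold change of 2.89 (adjusted p = 0.00855 from edgeR), Gzmb with 2.85 (0.00855), Fpr2 with 2.65 (0.0246), Cxcl11 with 2.32 (0.0284) and Prf1 with 2.29 (0.0123), each without overlap between the groups. With panel median scaling they stayed higher, at 1.20 for Cxcl11 to 2.04 for Arg1, without an adjusted p under 0.05. With each tumor left out Arg1 and Gzmb kept theirs, Prf1 lost it without G100 replicate 2, G100 replicate 4 or SE replicate 1, Fpr2 kept it only without G100 replicate 1, G100 replicate 3 or SE replicate 4, and Cxcl11 only without G100 replicate 1, SE replicate 1 or SE replicate 4. Of the 35 splits of these 8 tumors, 1 gave as many genes, the real one, which is the fewest possible. Chance is thus argued against for this count but not excluded, since 1 of 35 is the smallest share these splits allow. At an unadjusted p under 0.05 the real split had 152 genes, and 4 of 35 splits had at least as many, so chance cannot be excluded for that wider count. The count was 107 without SE replicate 4, 2 without G100 replicate 2, 4 without G100 replicate 4, 4 without SE replicate 3, 5 without SE replicate 1 and 6 without SE replicate 2.

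SE replicate 4 stood apart from the other SE tumors, with a reference gene geometric mean of 959 counts against 1460 to 2587. Too little RNA in its reaction is argued against, since 241 genes had their highest deposited SE count in this tumor. A swap with a G100 tumor is argued against, since it needs a G100 tumor out of place, and 0 of the G100 tumors correlated more with the PBS tumors than with the other G100 tumors, although the 2 values lay close for G100 replicate 1 (0.963 and 0.966). SE replicate 4 itself goes with a swap or a wrong label, since its mean correlation was 0.887 with the G100 tumors and 0.870 with the PBS tumors. In SE replicates 1, 2 and 3 the order was opposite (0.944 and 0.980, 0.926 and 0.976, 0.939 and 0.948). The mean correlation of SE replicate 4 with the other SE tumors was 0.869, below those of SE replicates 1, 2 and 3 (0.923, 0.922 and 0.935). Those means include SE replicate 4, which can lower them. That they also lay below the correlations with the G100 tumors thus decides nothing on a swap. A G100 tumor under its label is argued against by the endothelium and fibroblast score, which was 1.42 above the highest of the G100 tumors. More tissue other than lymphoma in the sample is a candidate explanation, since the B cell list was the lowest of the 12 tumors, −0.26 from the mean of the other SE tumors, and the endothelium and fibroblast list was 2.96 above it. The other lists rose as well, but unequally, by 2.30 for T cells, 1.95 for monocytes and macrophages, 1.65 for neutrophils and 0.78 for NK cells, so a lower lymphoma share alone would leave these differences open. Col3a1, the highest gene of this tumor, had 44738 counts there, and 2489, 2143 and 14683 in SE replicates 1, 2 and 3.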

How the results depend on the processing

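The alternatives without rescaling, with TMM scaling, with DESeq2, with limma and a pseudocount of 1, and with Student's t-test and Benjamini-Yekutieli adjustment were chosen after seeing the data, and the other alternatives before the data were examined.

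The number of genes with an adjusted p under 0.05 in G100 against PBS, 514 with edgeR, was 497 with the filter on low counts, 483 with all reference genes, 437 with the replicate block, 501 with limma and a pseudocount of 10, 502 with a pseudocount of 1, 506 without a trend, 478 with Student's t-test on log2 values, 518 with DESeq2 and the selected reference genes, and 439 to 502 with each tumor left out. It was 253 with all 12 tumors in one fit, all higher, and the cause was not tested. The stricter Benjamini-Yekutieli adjustment gave 299 with edgeR and 199 with Student's t-test. Without rescaling it was 368, of which 351 were higher. The scalings that use the whole panel changed the directions. Panel median scaling gave 61 higher and 307 lower, quantile normalization 108 higher and 169 lower (277 in all), TMM scaling 148 higher and 168 lower (316 in all), and DESeq2 with its own size factors 193 higher and 153 lower. By construction the last 3 of these place the panel near 0, and the median log2 fold change moved from 0.89 to −0.059 with quantile normalization, −0.0087 with TMM scaling and 0.049 with DESeq2. Panel median scaling moved it past 0, to −0.40, so part of its reversals comes from that overshoot.

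In SE against PBS edgeR called 0 genes (147 at an unadjusted p under 0.05), and so did each alternative, leaving out each tumor included, except DESeq2, which called 12 with its own size factors and 66 with the selected reference genes. The cause was not tested. In G100 against SE the count of 16 was 16 with the filter, 18 with all reference genes, 18 with limma and a pseudocount of 10, 18 with a pseudocount of 1, 21 without a trend and 14 with Student's t-test on log2 values. It was 0 with panel median scaling, 0 with quantile normalization, 0 with the replicate block and 0 with Benjamini-Yekutieli adjustment of either test, 3 with TMM scaling, 80 with DESeq2 and its own size factors, 85 with all 12 tumors in one fit, 89 without rescaling and 140 with DESeq2 and the selected reference genes. Where neither centering of the panel nor a stricter adjustment explains the change, the cause was not tested. With each tumor left out it lay between 2 and 107. It was 107 without SE replicate 4, 2 without G100 replicate 2, 4 without G100 replicate 4, 5 without SE replicate 1, 6 without SE replicate 2 and 4 without SE replicate 3. The replicate numbers do not pair the tumors, since the correlations between tumors that share a number were −0.25 to 0.18, so the block is given as a check only.

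Of the 6 exhaustion markers, 6 had an adjusted p under 0.05 with all reference genes, both limma pseudocounts, limma without a trend and adjustment over the markers alone, 5 with DESeq2 and the selected reference genes, 4 with the replicate block and 4 with Student's t-test on log2 values. The number was 3 with all 12 tumors in one fit, 3 with Benjamini-Yekutieli adjustment, 3 without rescaling, 2 with DESeq2 and its own size factors, 1 with panel median scaling, 1 with quantile normalization, 1 with TMM scaling, and 1 with Student's t-test and Benjamini-Yekutieli adjustment. Student's t-test on the counts as deposited, unadjusted, gave 3, namely Cd274, Lag3 and Ctla4. Beyond the centering of the panel and the stricter adjustment, the cause was not tested. With each tumor left out the number was 3 to 6, and 3 without PBS replicate 3, PBS replicate 4 or G100 replicate 3.

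The 6 set scores of G100 against PBS kept their direction and an exact p of 0.0286 with a pseudocount of 10, the filter, all reference genes, no rescaling, the median over the genes and the mean of z-scores, and with each tumor left out. Left-out ranges were 0.93 to 1.13 for interferon, 0.84 to 1.04 for DC function, 0.81 to 1.01 for T cell function, 0.76 to 1.00 for NK cell function, 0.93 to 1.14 for antigen processing and 0.95 to 1.13 for MHC class I & II. With panel median scaling they reversed (Interferon −0.22, DC function −0.31, T cell function −0.33, NK cell function −0.33, Antigen processing −0.21 and MHC class I & II −0.21). With quantile normalization they no longer passed for Interferon 0.081, DC function 0.036, T cell function 0.0015 and NK cell function 0.049, and with TMM scaling for Interferon 0.16, DC function 0.069, T cell function 0.051, NK cell function 0.037 and Antigen processing 0.17.

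In SE against PBS no set passed 0.05 by the exact test. The differences turned negative with panel median scaling (Interferon −0.10, DC function −0.14, T cell function −0.12, NK cell function −0.15, Antigen processing −0.043 and MHC class I & II −0.052), quantile normalization (Interferon −0.030, DC function −0.077, T cell function −0.045 and NK cell function −0.054), no rescaling (Interferon −0.018, DC function −0.057, T cell function −0.040 and NK cell function −0.072) and TMM scaling (Interferon −0.037, DC function −0.076, T cell function −0.059 and NK cell function −0.092). In G100 against SE they turned negative with panel median scaling (Interferon −0.11, DC function −0.16, T cell function −0.19, NK cell function −0.17, Antigen processing −0.15 and MHC class I & II −0.15). T cell function passed 0.05 in this opposite direction (exact p = 0.0286). In the direction of the reference genes they passed 0.05 without rescaling (Interferon 0.79, DC function 0.75, T cell function 0.71, NK cell function 0.72, Antigen processing 0.75 and MHC class I & II 0.76), with TMM scaling (Interferon 0.23, DC function 0.18 and MHC class I & II 0.19), for DC function with the median over the genes (0.81), and for antigen processing with the mean of z-scores (1.04). Left-out ranges of G100 against SE were 0.52 to 0.96 for interferon, 0.47 to 0.89 for DC function, 0.40 to 0.91 for T cell function, 0.43 to 0.89 for NK cell function, 0.50 to 0.82 for antigen processing and 0.50 to 0.85 for MHC class I & II, and the highest value of each, without SE replicate 4, had an exact p of 0.0286. In SE against PBS these ranges were 0.17 to 0.62, 0.15 to 0.58, 0.10 to 0.63, 0.096 to 0.58, 0.32 to 0.65 and 0.28 to 0.65. The fry p of antigen processing in SE against PBS, 0.0302 before adjustment and 0.157 after, was 0.0685 with the replicate block.

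The named genes have 1363 log2 fold changes over the alternatives, of which 1056 kept their direction and their side of 0.05, 231 kept the direction and lost an adjusted p under 0.05, 15 gained one, and 61 reversed. Panel median scaling lowers the genes by similar amounts (the panel median from 0.89 to −0.40), so its reversals restate the shift of the panel. With it 20 reversed, namely Lag3 −0.24, Havcr2 −0.62, Cd244 −0.50, Tlr3 −0.62, Tlr4 −0.74, Tlr5 −0.19, Tlr9 −0.85, Cd40 −0.43, Cd86 −0.019, H2-DMb2 −0.41, H2-Eb1 −0.16, H2-Dma −0.43, Casp1 −0.84, Fas −0.26, Cd3e −0.40, Cd4 −0.48, Cd8a −0.38, Il2 −0.95, Tnf −0.41 and Ifnb1 −1.18. With TMM scaling 15 reversed, namely Havcr2 −0.24, Cd244 −0.11, Tlr3 −0.25, Tlr4 −0.37, Tlr9 −0.47, Cd40 −0.030, H2-DMb2 −0.0079, H2-Dma −0.041, Casp1 −0.46, Cd3e −0.050, Cd4 −0.11, Cd8a −0.022, Il2 −0.57, Tnf −0.0012 and Ifnb1 −0.79. With quantile normalization 14 reversed, namely Lag3 −0.23, Havcr2 −0.035, Tlr3 −0.34, Tlr4 −0.53, Tlr9 −0.57, Cd40 −0.15, Casp1 −0.39, Fas −0.24, Cd3e −0.14, Cd4 −0.54, Cd8a −0.26, Il2 −0.24, Tnf −0.44 and Ifnb1 −0.38. With DESeq2 and its own size factors 9 reversed, namely Havcr2 −0.18, Cd244 −0.047, Tlr3 −0.18, Tlr4 −0.31, Tlr9 −0.41, Casp1 −0.40, Cd4 −0.045, Il2 −0.52 and Ifnb1 −0.74. Ifnb1 also reversed without rescaling (−0.15), without PBS replicate 3 (−0.12) and without PBS replicate 4 (−0.061), where its range with each tumor left out was −0.12 to 0.30, at counts of 8 to 16. No named gene reversed under the other alternatives. Havcr2, Il2 and Ifnb1 lie below the filter and have no value there.

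Spearman's rho across genes between the G100 and SE responses, 0.50, was 0.504 with the filter, 0.513 with a pseudocount of 10, and 0.26 to 0.57 with each tumor left out, lowest without SE replicate 4. The alternatives of scaling shift the genes of a comparison nearly alike, so they do not test it. In the simulated tumors the fit called 75% of the changed genes in G100 against PBS, 29.5% in SE against PBS and 7.5% in G100 against SE, which limits what the comparisons with SE can show.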

Differences from the paper's values

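The alternative with Benjamini-Yekutieli adjustment of Student's t-test was chosen after seeing the values.

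The paper's count of genes with an adjusted p under 0.05 in G100 against PBS, from Supplementary Table 1, is 199 (198 higher and 1 lower), and 514 were found here. All 199 are also among the 514. Of the alternatives set before the data were examined, quantile normalization with limma (277) and all 12 tumors in one fit (253, all higher) lie within 1.5 times the paper's count. Quantile normalization is near it in the total only, since 108 of its genes were higher and 169 lower. The filter (497), all reference genes (483), panel median scaling (368), the replicate block (437), limma with a pseudocount of 10 (501), limma without a trend (506), Student's t-test on log2 values (478), Benjamini-Yekutieli adjustment (299) and leaving out each tumor (439 to 502) do not. Student's t-test on log2 normalized counts without a pseudocount, with Benjamini-Yekutieli adjustment, gave 199, which was chosen after seeing the values and drops 0 of the paper's called genes. Every named gene kept the direction of its log2 fold change in Supplementary Table 1, and no difference in size exceeded both the spread of the tumors and the paper's error. The gap was largest for Il6, with 4.07 here and the paper's 2.94.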

Other observations

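The tests of the reference genes, of the RNA amount, of the lymphoma share, of the sets against the panel and of the interferon transcripts were chosen after the results were seen, whereas the count of other splits and the ratio of Foxp3 to Cd4 were set before the data were examined.

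Of the 35 splits of the G100 and PBS tumors into 4 and 4, 1 called as many genes as the real split, which was the real one, and the other splits called 0. For the exhaustion markers 1 of 35 splits put as many past 0.05. Chance is thus argued against for both, at the smallest share that 35 splits allow. In SE against PBS the count was 0, which all 35 splits must reach, so that count decides nothing. Of these splits 10 reached the 147 genes at an unadjusted p under 0.05, so chance cannot be excluded there.

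Most of the panel rose in G100 tumors relative to the reference genes. The choice of reference genes is argued against as the whole explanation, since with each of the 20 used singly the panel median stayed above 0, at 0.25 with Alas1, the lowest, and 1.14 with Sf3a3, the highest. More RNA in the G100 reactions is argued against, since the reference genes as deposited differed by −0.20 in log2 (exact p = 0.0857) and were lower for 17 of 20. A lower share of lymphoma B cells, with other cells in their place, cannot be told apart from a change of expression. The T cell list rose less than the monocyte and macrophage list, by −0.66 (exact p = 0.0857, 0.381 after adjustment over 10 pairs), which leaves open whether the lists rose alike.

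The list scores of G100 minus PBS tumors were 0.007 for B cells (10 genes, exact p = 0.943), 0.96 for T cells, 1.61 for monocytes and macrophages, 1.25 for neutrophils, 1.11 for NK cells and 1.08 for endothelium and fibroblasts, with an exact p of 0.0286 for each but B cells. These are relative to the reference genes, and the panel mean rose by 0.93. The neutrophil list rose unevenly over its 8 genes, with log2 fold changes of −0.037 to 5.02 and a median of 0.48. Of its genes 3 were higher at an adjusted p under 0.05 by edgeR, and of the 10 monocyte and macrophage genes 10.

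Relative to the panel mean, the interferon set rose by 0.12, antigen processing by 0.13 and MHC class I & II by 0.13, each with every G100 tumor above every PBS tumor (exact p = 0.0286, 0.0571 after adjustment over 6 sets). DC function rose by 0.036 (exact p = 0.543), T cell function by 0.012 (exact p = 0.686), and NK cell function fell by 0.013 (exact p = 0.857). The interferon and antigen presentation sets may thus rise beyond the panel, but the adjusted p leaves it open.

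With the interferon set the Ifng transcript rose, with a log2 fold change of 1.33. The Ifnb1 transcript had a highest deposited count of 12 in G100 tumors, and its log2 fold change was 0.10 (adjusted p = 0.821 from edgeR). Its deposited counts were 8 to 12 in G100 tumors and 8 to 16 in PBS tumors, so a rise to counts above 20 was not seen at 2 h. Whether it rose less than that stays open at these counts, and an earlier rise was not analysed here. Among other interferon genes, chosen after their values were seen, deposited counts of Ifna1 averaged 33.5 in G100 and 50.8 in PBS tumors, of Ifna4 22.5 and 21.8, and of Ifna2 9.75 and 11.8.

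In SE against PBS the median log2 fold change was 0.56, and 0.22 without SE replicate 4. The set score differences were 0.45 for interferon (exact p = 0.257), 0.41 for DC function (exact p = 0.286), 0.43 for T cell function (exact p = 0.429) and 0.39 for NK cell function (exact p = 0.429). In G100 against SE they were 0.70 (exact p = 0.114), 0.65 (exact p = 0.143), 0.61 (exact p = 0.2) and 0.62 (exact p = 0.2), and with SE replicate 4 left out 0.96, 0.89, 0.91 and 0.89 (exact p = 0.0286 each). For antigen processing and MHC class I & II the differences were 0.50 (exact p = 0.114) and 0.49 (exact p = 0.2) in SE against PBS, and 0.65 and 0.66 in G100 against SE (exact p = 0.0571 each). In SE against PBS camera with its preset correlation gave both an adjusted p of 0.000401, and with the estimated correlation p was 0.248 and 0.318, so its call depends on the preset. In G100 against SE the adjusted p was 0.0393 for both, and with the estimated correlation p was 0.495 and 0.477. These directions reverse with panel median scaling. Across the 750 genes the log2 fold changes of SE and of G100 against the same PBS tumors had a Spearman's rho of 0.50. Shared PBS tumors alone gave a median rho of 0.071 in 1000 simulations, with a highest of 0.201. These simulations drew each gene independently, whereas genes are not independent replicates and can move together across tumors. Their range can thus be too narrow, and they cannot decide whether the observed rho is beyond chance. Without SE replicate 4 rho was 0.26.

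Foxp3 had 98.8 ± 27.0 normalized counts (SD, n = 4) in G100 tumors and 39.4 ± 15.5 in PBS tumors, a log2 fold change of 1.32 (adjusted p = 0.00736 from edgeR), whereas the paper reports by flow cytometry that regulatory T cells fell as a share of CD4 T cells. The log2 ratio of Foxp3 to Cd4 counts, which scaling does not affect, was 0.63 higher in G100 tumors (exact p = 0.0857). A lower Foxp3 level per Cd4 transcript was not seen, but the overlap of the groups cannot decide it, and Cd4 is not limited to T cells.

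The paper's figure of these receptors refers to A20 cells, while its Discussion refers to A20 tumors and states that TLR3 was not detectable. The receptor counts below are from whole tumors, where the cell of origin is unknown. In PBS tumors the deposited counts were 659 ± 70.2 (SD, n = 4) for Tlr9, 529 ± 86.1 for Tlr4, 139 ± 19.2 for Tlr2, 122 ± 15.2 for Tlr8, 80.8 ± 15.9 for Tlr7, 38.8 ± 4.50 for Tlr3 and 22 ± 4.69 for Tlr5. The counts of Tlr5 (16 to 27) lie around the threshold count of 20, and those of Tlr3 (35 to 45) above it in every PBS tumor. Background counts were not analysed here, so whether these 2 were expressed stays open. In G100 against PBS the log2 fold changes were 1.81 for Tlr2, 1.59 for Tlr8, 1.30 for Tlr7, 1.06 for Tlr5, 0.51 for Tlr4 and 0.41 for Tlr9, each with an adjusted p under 0.05 by edgeR, and 0.63 for Tlr3 (adjusted p = 0.0556), which was 0.40 without G100 replicate 2. Tlr9 lost its adjusted p under 0.05 without PBS replicate 2, PBS replicate 3, G100 replicate 2 or G100 replicate 4, and Tlr3 gained one without PBS replicate 1, G100 replicate 3 or G100 replicate 4. With panel median scaling those of Tlr3, Tlr4, Tlr5 and Tlr9 reverse.

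Cd80 had a log2 fold change of 2.38 (1.57 without G100 replicate 3), Cd86 1.30, Cd40 0.92 (0.50 without G100 replicate 3), H2-Eb1 1.14, H2-DMb2 0.93 (0.59 without G100 replicate 3), H2-Dma 0.88, Fas 1.07 and Casp1 0.43, each with an adjusted p under 0.05 by edgeR. Cd40 lost it without PBS replicate 1, PBS replicate 2 or PBS replicate 3. All but Cd80 reverse with panel median scaling. The other named genes were Ncr1 at 1.65, Il18 at 1.71, Cd3e at 0.81 and Cd4 at 0.78, with an adjusted p under 0.05, and Cd8a at 0.84 (adjusted p = 0.0689), Tnf at 0.95 (0.0605) and Il2 at 0.31 (0.384), without. Cd3e lost it without PBS replicate 3, G100 replicate 1, G100 replicate 3 or G100 replicate 4, and Cd4 without PBS replicate 2, PBS replicate 3 or G100 replicate 1. Cd8a gained one without PBS replicate 1 or PBS replicate 4, and Tnf without G100 replicate 1 or G100 replicate 2. That of Tnf was 0.39 without G100 replicate 3, and that of Il2 lay between 0.099 and 0.53 with each tumor left out. Cd3e, Cd4, Cd8a, Tnf and Il2 reverse with panel median scaling.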
